# Novel Cre-Expressing Mouse Strains Permitting to Selectively Track and Edit Type 1 Conventional Dendritic Cells Facilitate Disentangling Their Complexity *in vivo*

**DOI:** 10.3389/fimmu.2018.02805

**Published:** 2018-12-04

**Authors:** Raphaël Mattiuz, Christian Wohn, Sonia Ghilas, Marc Ambrosini, Yannick O. Alexandre, Cindy Sanchez, Anissa Fries, Thien-Phong Vu Manh, Bernard Malissen, Marc Dalod, Karine Crozat

**Keywords:** dendritic cells, cDC1, XCR1, Gp141b, Karma, Clec9a, Cre, fate mapping

## Abstract

Type 1 conventional DCs (cDC1) excel in the cross-priming of CD8^+^ T cells, which is crucial for orchestrating efficient immune responses against viruses or tumors. However, our understanding of their physiological functions and molecular regulation has been limited by the lack of proper mutant mouse models allowing their conditional genetic targeting. Because the *Xcr1* and *A530099j19rik* (*Karma/Gpr141b)* genes belong to the core transcriptomic fingerprint of mouse cDC1, we used them to engineer two novel Cre-driver lines, the *Xcr1*^*Cre*^ and *Karma*^*Cre*^ mice, by knocking in an IRES-Cre expression cassette into their 3′-UTR. We used genetic tracing to characterize the specificity and efficiency of these new models in several lymphoid and non-lymphoid tissues, and compared them to the *Clec9a*^*Cre*^ mouse model, which targets the immediate precursors of cDCs. Amongst the three Cre-driver mouse models examined, the *Xcr1*^*Cre*^ model was the most efficient and specific for the fate mapping of all cDC1, regardless of the tissues examined. The *Karma*^*Cre*^ model was rather specific for cDC1 when compared with the *Clec9a*^*Cre*^ mouse, but less efficient than the *Xcr1*^*Cre*^ model. Unexpectedly, the *Xcr1*^*Cre*^ model targeted a small fraction of CD4^+^ T cells, and the *Karma*^*Cre*^ model a significant proportion of mast cells in the skin. Importantly, the targeting specificity of these two mouse models was not changed upon inflammation. A high frequency of germline recombination was observed solely in the *Xcr1*^*Cre*^ mouse model when both the *Cre* and the *floxed* alleles were brought by the same gamete irrespective of its gender. *Xcr1, Karma*, and *Clec9a* being differentially expressed within the cDC1 population, the three CRE-driver lines examined showed distinct recombination patterns in cDC1 phenotypic subsets. This advances our understanding of cDC1 subset heterogeneity and the differentiation trajectory of these cells. Therefore, to the best of our knowledge, upon informed use, the *Xcr1*^*Cre*^ and *Karma*^*Cre*^ mouse models represent the best tools currently reported to specifically and faithfully target cDC1 *in vivo*, both at steady state and upon inflammation. Future use of these mutant mouse models will undoubtedly boost our understanding of the biology of cDC1.

## Introduction

Dendritic cells (DCs) constitute a heterogeneous population of antigen presenting cells (APCs) which are instrumental for the orchestration of innate and adaptive immune responses. In mice and in humans, three distinct types of DCs differing in their phenotype, localization and functions populate all lymphoid and most non-lymphoid tissues at steady state. Plasmacytoid DCs (pDCs) are the major source of type I interferon (IFN) upon many viral infections. Conventional DCs (cDCs) consist of two populations, coined as type 1 and type 2 cDCs and which excel in the cross-priming of CD8^+^ T cells or in the promotion of CD4^+^ T cell and humoral immunity, respectively. The functions of cDCs and their molecular regulation have been studied *in vivo* by using a wealth of mouse models that enable their depletion or genetic manipulation, namely *Cd11c (Itgax)*^*hDTR*^ (1) or *Cd11c (Itgax)*^*Cre*^ (2, 3) and more recently the *Zbtb46*^*hDTR*^ (4) or *Zbtb46*^*Cre*^ (5). However, interpretation of the results obtained using those mice can be difficult due to the expression of *Cd11c* by many other cell types than cDCs and of *Zbtb46* by committed erythroid progenitors and endothelial cell populations (6). Moreover, these mutant mouse models are not suited to study the respective functions of each of the two cDC types. This goal requires the use of refined mutant mouse models enabling specific targeting of either cDC1 or cDC2.

Constitutive (*Batf3*-KO mice) or conditional (*Itgax*^*Cre*^; *Irf8*^*fl*/*fl*^ mice) genetic inactivation of transcription factors required for the differentiation of cDC1 allowed to study their specific functions *in vivo* (7, 8). However, interpretation of the results obtained with these models can be difficult because they are not targeting solely cDC1 (7, 9–11). Moreover, cDC1 are replenished in *Batf3*-KO mice under inflammatory conditions, due to expression of other Batf transcription factors that compensate for Batf3 loss (12). Finally, these models do not allow the editing of cDC1 genome, which would be a powerful method to decipher the molecular regulation of their functions. Hence, novel mutant mouse models are needed to reach this goal.

In all tissues with the exception of the intestine, cDC1 can be defined as CD24^+^ SIRPα/CD172a^−^ cDCs (13–15). In addition, lymphoid-tissue resident cDC1 express CD8α, whereas the cDC1 residing in the parenchyma of non-lymphoid tissues and their counterparts that have migrated in secondary lymphoid organs express CD103. CLEC9A, a C type lectin receptor that allows efficient cross-presentation by cDC1 of dying cell-associated antigens (16) has been identified as a good candidate to generate mice enabling selective targeting of cDC1 *in vivo* due to its selective expression in these cells and to a lesser extent in pDCs (17–20). However, a thorough analysis of mice expressing a Cre recombinase under the *Clec9a* promoter showed that Cre-driven recombination occurred not only in cDC1 and to some extent in pDCs, but also in cDC2, leading to the discovery that *Clec9a* is expressed in a progenitor cell common to both cDC types (21). Hence, the *Clec9a*^*Cre*^ mouse is not suitable for specific targeting of cDC1.

A major breakthrough in the field of cDC1 was the identification of XCR1 as a universal marker of all cDC1 regardless of their tissues of residency, and present in all the warm-blooded vertebrate species studied to date (22–27). *Xcr1* encodes the chemokine receptor XCR1, which ligand XCL1 is strongly upregulated in natural killer (NK) cells, CD8^+^ T cells and memory T cells upon activation in mice (24, 26, 28–31). Recently, a mouse model based on the expression of the Cre recombinase under the control of the *Xcr1* promoter has been generated to specifically manipulate gene expression in cDC1. This mutant mouse model was engineered by replacing the single coding exon of *Xcr1* by the *Cre* gene (32). This strategy assumes that the *Xcr1* gene is haplosufficient. However, this hypothesis has to be tested considering that XCR1 promotes the cross-talk between cDC1 and NK cells or CD8^+^ T lymphocytes, by facilitating their reciprocal recruitment and/or activation (24, 26, 29). Regardless of its potential limitation, this *Xcr1*^*tm*4(*cre*)*Ksho*^ mouse model has been useful to decipher the role of cDC1 in intraepithelial T cell homeostasis in the intestine (32). However, to the best of our knowledge, it has not been used yet for conditional gene targeting of the cDC1 lineage. Besides *Xcr1*, the *A530099j19rik* gene (named *Karma* hereafter) has also been identified as selectively expressed in cDC1 by bulk transcriptomic analysis on immune cell subsets and organs (10, 33). The *Karma* gene encodes a protein with 7 transmembrane domains, likely corresponding to a G protein-coupled receptor, leading to its recent denomination as *Gpr141b* by the Mouse Genome Informatics. Recently, we generated the *Karma* knock-in reporter/deleter mouse model, which expresses in the *Karma* locus a construct encoding both the fluorescent tandem dimer Tomato (tdTomato) and the human diphtheria toxin receptor (hDTR), allowing specific tracking and conditional depletion of cDC1 *in vivo*. Results obtained with this reporter mouse validated the *Karma* locus as highly reliable to functionally target cDC1 *in vivo* (33).

To match the unmet need of a mouse model allowing specific and efficient *in vivo* genetic manipulation of cDC1, we generated two novel Cre-driver lines, the *Xcr1*^*Cre*^ and *Karma*^*Cre*^ mice, by knocking in an IRES-Cre expression cassette in the 3′-UTR of the *Xcr1* or *Karma* locus, respectively. In this study, we used genetic tracing to characterize the specificity and efficiency of the Cre-mediated recombination in these new models at steady state and upon infection, and compared them with the *Clec9a*^*Cre*^ model. This study also advanced our understanding of the phenotypic heterogeneity of cDC1 with regard to their differentiation trajectory.

## Materials and Methods

### Generation of cDC1 Targeting Cre Constructs and Mice

*Xcr1*^*Cre*^ (*B6-Xcr1*^*tm*1*Ciphe*^) and *Karma*^*Cre*^ (*B6-Gpr141b*^*tm*2*Ciphe*^) mice were made according to a standard gene targeting approach in C57BL/6N-derived ES cells. They were constructed by inserting, through ET homologous recombination, a cassette containing the internal ribosome entry site (IRES) followed by a gene encoding the codon-improved version of Cre recombinase (34), into the 3′-UTR of the *Xcr1* or *A530099j19rik/Gpr141b* genes, 34 and 98 bp after the stop codon, respectively. These mice were outcrossed for three generations with wild type (*Wt*) C57BL/6J mice purchased from Charles River Laboratories. All experiments were performed with sex-matched littermate mice at 6–12 weeks of age. *Clec9a*^*Cre*^ (*Clec9a*^*tm*2.1(*icre*)*Crs*^) (21) knock-in mice [kindly provided by Caetano Reis e Sousa (The Francis Crick Institute, UK)], *Karma-tdTomato-hDTR* (*Gp141b*^*tm*1*Ciphe*^) (33) were maintained on the C57BL/6J background. *Rosa26*^*lox*−*stop*−*lox*−*tdRFP*^ (*Gt(ROSA)26Sor*^*tm*1*Hjf*^) mice in which expression of the tandem dimer Red Fluorescent Protein (tdRFP) is driven through the deletion of a “lox–stop–lox” sequence (35) were purchased from the Jackson Laboratory and maintained on the C57BL/6J background. *Rosa26*^*lox*−*stop*−*lox*−*DTA*^ (*Gt(ROSA)26Sor*^*tm*1(*DTA*)*Lky*^) mice in which expression of active domain of the diphtheria toxin (DTA) is driven through the deletion of a “lox–stop–lox” sequence (36) were obtained from Prs. David Voehringer and Richard M. Locksley, and maintained on the C57BL/6J background. Mice were bred and maintained in our specific pathogen—free animal facility. This study was carried out in accordance with institutional guidelines and with protocols approved by the Comité National de Réflexion Ethique sur l'Expérimentation Animale #14.

### Preparation of Cell Suspension From Blood and Tissues, and Analysis by Flow Cytometry

Splenocytes were prepared by infusing spleens with an enzymatic cocktail made of Collagenase D (1 mg/ml) and DNase I (70 μg/ml, both Roche) in plain RPMI 1640, and further incubation for 25 min at 37°C. Ice cold EDTA (2 mM) was added for additional 5 min. Cells were filtered through a 70-μm nylon sieve, and exposed to 0.155 M NH_4_Cl, 10 mM KHCO_3_, 0.127 M EDTA to lyse red blood cells. Liver and lungs were minced in an enzymatic cocktail (1 mg/ml of Collagenase D and 70 μg/ml of DNase I), incubated for 25 min at 37°C. Ice-cold EDTA (2 mM) was added for additional 5 min, then digested tissues were filtered through a 70 μm nylon sieve (BD Falcon). Low-density cells were further enriched by centrifugation over a 1.069 g/ml density gradient (OptiPrep, Axis-Shield), washed and resuspended in PBS, EDTA 2 mM, 2% BSA, and red blood cells were lysed as detailed above. Cutaneous LNs (inguinal and axillar LNs) were cut into small pieces and digested for 25 min at 37°C with a mixture of type II collagenase (Worthington Biochemical) and DNase I (Sigma-Aldrich) in plain RPMI 1640. The resulting cell suspension was treated with 5 mM EDTA and filtered through a 70 μm nylon sieve (BD Falcon). For the skin, ears were split into a ventral and dorsal parts and incubated for 105 min at 37°C in RPMI containing 0.25 mg/ml Liberase TL (Roche Diagnostic Corp.) and 0.5 mg/ml DNase I (Sigma Aldrich). Digested tissue was homogenized using Medicons and Medimachine (Becton Dickinson) to obtain homogenous cell suspensions. For skin mast cells, we used a protocol recently described (37). To test the germline recombination in blood cells, peripheral blood mononuclear cells (PBMCs) were enriched by centrifugation over a 1.077 g/ml density gradient (Ficoll-Paque Plus, GE Healthcare), washed and resuspended in PBS, EDTA 2 mM, 2% BSA before staining. Staining of cells for flow cytometry started with a pre-incubation with 2.4G2 mAb to block unspecific binding to Fc-receptors. Staining with mAb (Supplementay Table S1) was then performed in PBS, 2% BSA, 2 mM EDTA for 25 min on ice. For exclusion of dead cells 4′,6-diamidino-2-phenylindole (DAPI, Thermo Fisher Scientific) was added 5 min before acquisition. Data were acquired on a LSRFortessa X-20 flow cytometer (BD Biosciences), and analyzed using FlowJo (Tree Star, Inc.).

### Bone Marrow-Derived DC Differentiation

FLT3-L-BMDCs were generated as described (38) with some modifications. BM cell suspensions were prepared and red blood cells were lysed as detailed in the previous section. After washing in complete RPMI 1640 medium, cells were cultured at 3 × 10^6^ cells/ml in 24 well plates, with 10% FBS, RPMI 1640 medium containing murine FLT3-L (in house supernatant from B16-*Flt3l* cells, used at 1/20 final) at 37°C in 5% CO2. Four days after, half of the culture medium was replaced by fresh FLT3-L. Cells were harvested at indicated times for flow cytometry analysis after staining for CD11c, SiglecH, CD24, SIRPα, XCR1, and CD11b (Supplementay Table S1).

### Microarray Data Generation and Analysis

DCs were generated *in vitro* from mouse BM FLT3-L cultures and sorting by flow cytometry to over 98% purity, as live, singlet, CD11c^+^ cells that were SiglecH^+^ for eq-pDCs, SIRPα^−^CD24^high^ for eq-cDC1 and SIRPα^+^CD24^−/low^ for eq-cDC2. Total RNA (50 ng) was used as starting material for each sample to synthesize biotinylated probes, using the NuGen protocol as described previously (39). Affymetrix Mouse Gene 1.0 ST raw. CEL files were analyzed in the R statistical environment (version 3.4.1). Data were RMA normalized using the oligo package and processed as described previously (40). Heatmaps of Log2-normalized expression values of selected genes were performed using the Morpheus website from the Broad Institute (https://software.broadinstitute.org/morpheus/). Hierarchical clusterings were performed using the One-Pearson correlation as a metric and the average linkage as a clustering method for samples and genes, except for **Figure 5B** where the complete linkage method was used for the genes. The microarray data have been deposited in the GEO database under the series accession number GSE121859.

### Mouse Cytomegalovirus Infection

Animals were infected intraperitoneally with 2 × 10^5^ PFU of salivary gland-extracted MCMV Smith strain (3rd *in vivo* passage). Forty-Eight hours later, spleen and liver were harvested and prepared for flow cytometry analysis as described above.

### Analysis of Germline Recombination

Four females and 2 males of each *Xcr1*^*Cre*/*wt*^*; Rosa26*^*tdRFP*^^/wt^ and *Karma*^*Cre*/*wt*^*; Rosa26*^*tdRFP*^^/wt^ genotype were backcrossed to C57BL/6J mice. Their progeny was genotyped and bled to analyse tdRFP expression in circulating T and B cells as a sign of germline recombination.

## Results

### Generation of New cDC1-Targeting Cre-Driver Lines

By comparative gene expression profiling, we and other have previously identified *Xcr1* and *a530099j19rik* (*Gpr141b*/*Karma*) genes as specifically expressed by mouse cDC1 in different tissues throughout the body (10, 22–26, 31, 33). We used such unique gene expression profile to genetically target cDC1 *in vivo* by generating *Xcr1*^*Cre*^ (Figure 1A) and *Karma*^*Cre*^ (Figure 1B) knock-in mouse models. The insertion of an IRES-Cre cassette after the STOP codon of *Xcr1* and *Karma* genes allows the translation of two separate proteins resulting in the expression of the Cre recombinase. Expression of endogenous XCR1 was not significantly altered in the *Xcr1*^*Cre*^ mouse model (Supplementary Figure S1A, top).

**Figure 1:**
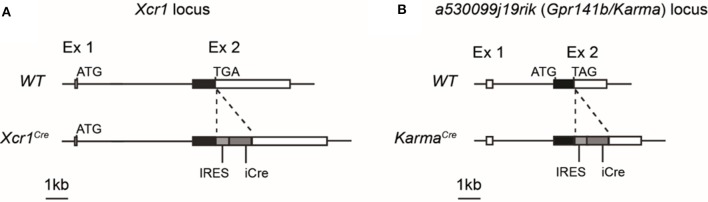
Schematic representations of *Xcr1*^*Cre*^ and *Karma*^*Cre*^ genetic constructions. A cassette containing an IRES sequence upstream of a gene encoding a codon-improved CRE recombinase was inserted by homologous ET recombination downstream of the stop codon of *Xcr1* exon 2 **(A)** and of *a530099j19rik/Karma/Gpr141b* exon 2 **(B)** genes, to produce *Xcr1*^*Cre*^ and *Karma*^*Cre*^ mouse mutants, respectively, on a C57BL/6J background.

### The *XCR1^*Cre*^* Mouse Model Allows Selective and Efficient Recombination of loxP Sequences in Migratory and Resident cDC1 in All Tissues Examined

To determine the specificity of the Cre-induced recombination in *Xcr1*^*Cre*^ (Figure 1A) and *Karma*^*Cre*^ (Figure 1B) mice, we bred them with the Cre-reporter line *Rosa26*^*lox*−*stop*−*lox*−*tdRFP*^ (named hereafter *Rosa26*^*tdRFP*^) (35), and analyzed the tdRFP expression pattern in immune cells of lymphoid organs [spleen and cutaneous lymph-nodes (CLNs)] (Supplementary Figures S1A,B) and non-lymphoid tissues (lungs, liver, and skin) (Supplementary Figures S1C–E). To define DC cell populations, we applied gating strategies adapted from (41). As a control Cre-driver line, we used the *Clec9a*^*Cre*^ mice (21) bred to *Rosa26*^*tdRFP*^. Regardless of the tissues examined, we found that all three mouse models achieved effective targeting of the cDC1-lineage, with *Xcr1*^*Cre*^, and *Clec9a*^*Cre*^ being the most efficient (Figure 2). In contrary to *Clec9a*^*Cre*^, the *Xcr1*^*Cre*^ and *Karma*^*Cre*^ mouse models did not show any significant Cre activity, neither in pDCs nor in macrophages (Figure 2). However, Cre recombination (tdRFP signal) was detected in a fraction of other cell types. In *Xcr1*^*Cre*/*wt*^*; Rosa26*^*tdRFP*^^/wt^ mice, a minute proportion (< 1%) of CD4^+^ T cells expressed tdRFP in the spleen, CLNs, lung and liver, which increased to a much higher fraction of CD4^+^ T cells in the skin (8.4 ± 6.4%). The CD4^+^ T cells harboring *Xcr1*-driven Cre recombination lacked detectable level of XCR1 (Supplementary Figure S1E, bottom). Hence, they likely derived from progenitors cells that transiently expressed *Xcr1*. In the skin, lungs and CLNs of *Karma*^*Cre*/*wt*^*; Rosa26*^*tdRFP*^^/wt^ mice, a fraction of cDC2 had undergone recombination, although to a lesser extent than in *Clec9a*^*Cre*/*wt*^*; Rosa26*^*tdRFP*^^/wt^ mice where cDC2 were targeted in all tissues (Figure 2). Surprisingly, in the skin of *Karma*^*Cre*/*wt*^*; Rosa26*^*tdRFP*^^/wt^ mice, a large proportion of mast cells (61.1 ± 12.8%) also expressed the tdRFP (Figure 2).

**Figure 2:**
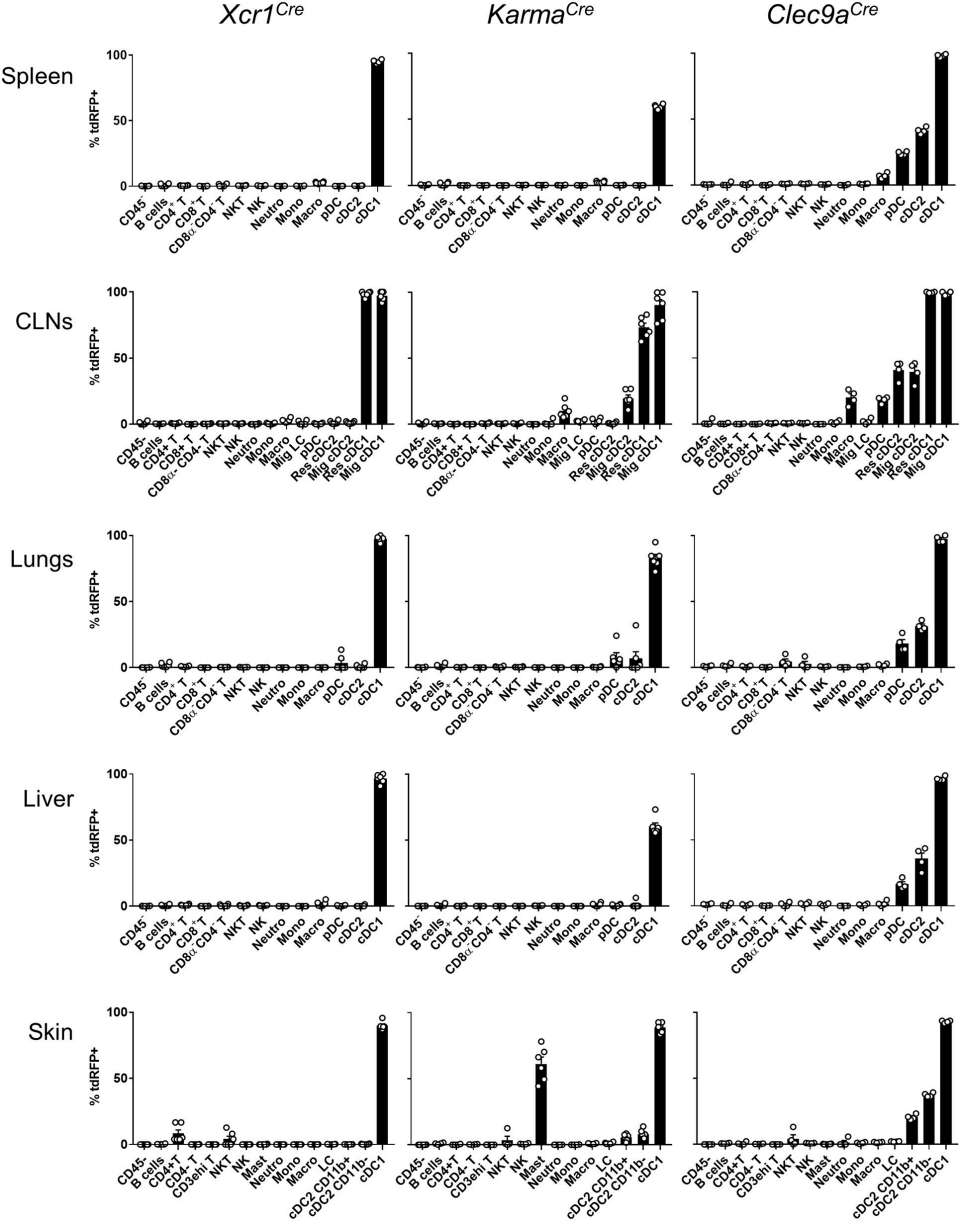
*Xcr1*^*Cre*^ and *Karma*^*Cre*^ mouse models target with high specificity cDC1 in lymphoid and non-lymphoid tissues. Flow cytometry analysis of the tdRFP expression by different immune cell populations (as defined in Supplementary Figure S1), from spleen, CLNs, lungs, liver, and skin of *Xcr1*^*Cre*/*wt*^*; Rosa26*^*tdRFP*^^/wt^, *Karma*^*Cre*/*wt*^*; Rosa26*^*tdRFP*^^/wt^ and *Clec9a*^*Cre*/*wt*^*; Rosa26*^*tdRFP*^^/wt^ mice. Gating strategies are detailed in Supplementary Figure S1. Data show one dot per individual value, mean +/– SEM per group, and are from two pooled experiments with at least two mice per group.

To further assess cDC1-targeting specificity in the three Cre-driver mouse strains, we analyzed the proportion of different immune cell types within the tdRFP^+^ cells (Figure 3, Supplementary Figure S2). As expected on the basis of previous report (21), other cells than cDC1, in particular cDC2 and to some extent pDCs, represented the major fraction of the cells targeted in *Clec9a*^*Cre*^ mice (Figure 3). In contrast, in all examined organs, except for the CLNs, cDC1 represented the major fraction of the cells targeted in *Xcr1*^*Cre*^ mice, CD4^+^ T cells constituting the second most frequent cell types expressing tdRFP in these organs, and the most frequent in the CLNs. This reflects the higher numbers of CD4^+^ T cells as compared to cDC1s in all these organs. Finally, cDC1 represented the major fraction of targeted cells in *Karma*^*Cre*^ mice in all examined organs, except for the skin where 64.4 ± 5.8% of the tdRFP^+^ cells were mast cells (Figure 3). We assessed the expression pattern of the *Karma* gene in mast cells and compared it to a variety of other immune cell types, using the database from the Immgen consortium. These results revealed that mast cells express similar levels of the *Karma* gene as cDC1 in all organs examined, trachea, tongue, esophagus, skin, and peritoneal cavity (Supplementary Figure S3), consistent with the efficient genetic tracing of mast cells in the skin of *Karma*^*Cre*^ mice. Altogether, these results show that our novel *Xcr1*^*Cre*^ and *Karma*^*Cre*^ mouse models constitute the most reliable Cre-driver lines reported to date for selective and efficient *in vivo* targeting of cDC1, with the *Xcr1*^*Cre*^ model performing the best. However, it should be noted that a small fraction of CD4^+^ T cells is targeted in *Xcr1*^*Cr*^^e^ mice and that mast cells are largely targeted in *Karma*^*Cre*^ animals.

**Figure 3:**
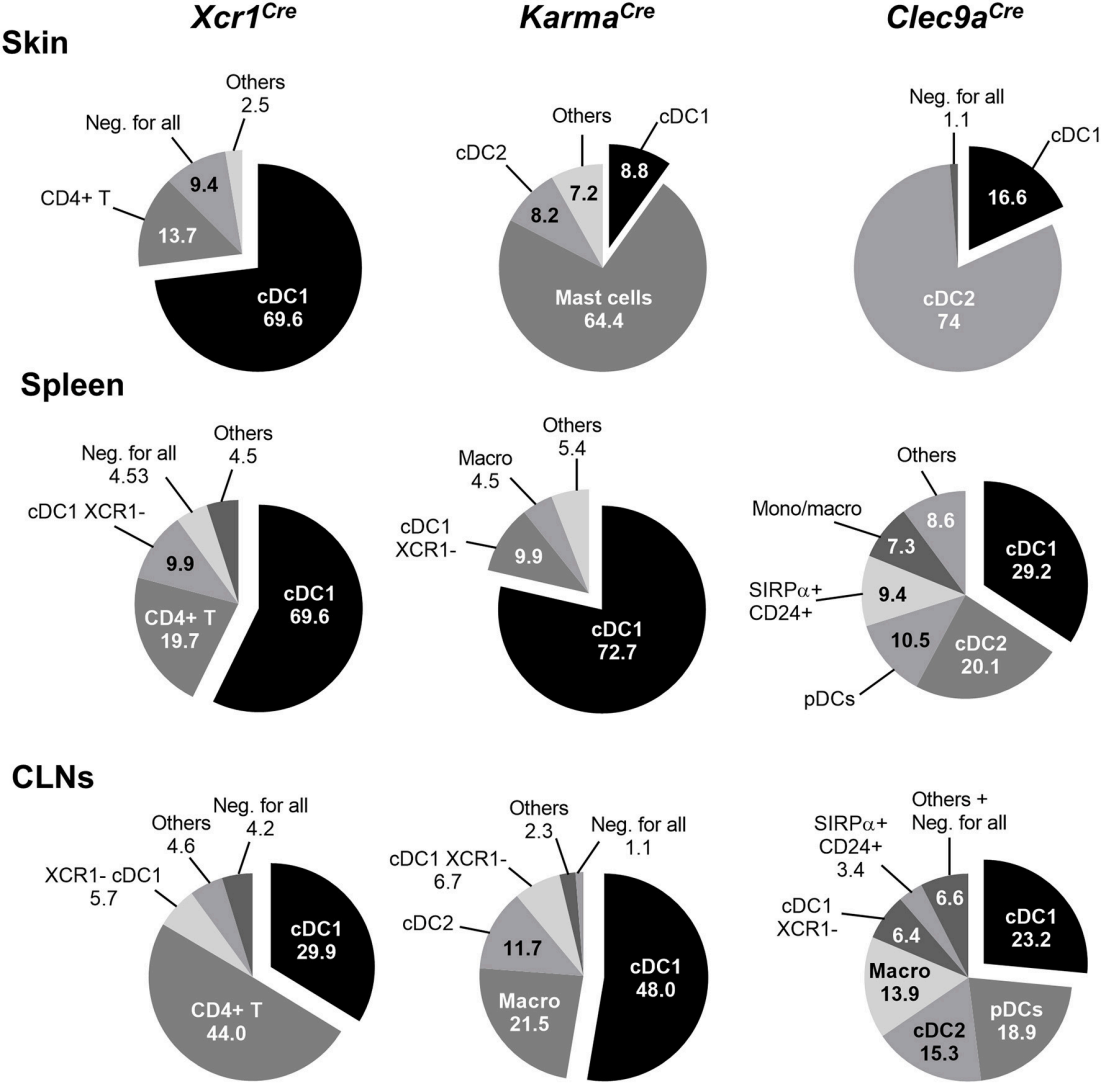
Proportion of cell types within tdRFP^+^ cells in the skin, spleen, and CLNs of each genotype. The back gating strategy used to define the relative proportions of cell types among tdRFP^+^ cells was performed by using the antibody staining detailed in the upper side of Supplementary Figure S1. Exceptions were made as follow for *Xcr1*^*Cre*/*wt*^*; Rosa26*^*tdRFP*^^/wt^ mice: to define further the tdRFP^+^ cells that fell within the Lin^+^ (CD19/CD3ε/NKp46/Ly6G) gate, the antibody staining detailed in the bottom side of Supplementary Figure S1 was used. The proportion of CD4^+^ T lymphocytes within tdRFP^+^ cells when using the latter (“lymphoid”) antibody panel was matching the proportion of Lin^+^ cells within tdRFP^+^ cells when using the former antibody (“myeloid”) panel. For *Karma*^*Cre*/*wt*^*; Rosa26*^*tdRFP*^^/wt^ mice, mast cells were defined as Lin^−^ CD11b^−^ CD11c^−^ XCR1^−^ MHC-II^−^ CD64^−^ F4/80^−^ FcεRIα^+^ CD117^+^. Others: sum of all the other cell subsets not detailed in the pie charts. Neg. for all, negative for all: cells that did not stain positive for the markers used in the upper antibody panel. Data are shown for one experiment representative of three with three mice per group.

### The Use of Different cDC1-Specific Promoters for Driving Cre Expression Reveals Heterogeneity in the cDC1 Population Defined as CD24^+^ SIRPα^−^ cDCs

To try understanding the lower efficiency of the *Karma*^*Cre*^ model for cDC1 targeting, as compared to the *Xcr1*^*Cre*^ or *Clec9a*^*Cre*^ mice, we examined the expression pattern of the tdRFP reporter within the splenic cDC1 defined as CD24^+^SIRPα^−^ cDCs (gated in the CD45^+^Lin^−^SiglecH^−^MerTK^−^CD64^−^CD11c^+^MHC-II^+^CD26^+^ cells) (13). CD24^+^SIRPα^−^ cDC1 can be split into 4 subsets according to their heterogeneous expression of CD8α and XCR1 (Figure 4). XCR1 expression was reported to correlate with a better crosspresentation by cDC1 (23, 42). The CD8α^+^XCR1^+^ cDC1 subset was reported to be phenotypically and functionally homogenous (23, 42), and likely corresponds to full-fledged differentiated cDC1 endowed with a high crosspresentation activity (43). However, the three other cDC1 subsets, CD8α^+^XCR1^−^, CD8α^−^XCR1^+^, and CD8α^−^XCR1^−^, have not been extensively characterized. The CD8α^−^XCR1^−^ cells may encompass pre-cDC1 (13, 44). The CD8α^−^XCR1^+^ cells likely correspond to pre-terminally differentiated cDC1. The CD8α^+^XCR1^−^ cells could correspond to the small fraction of homeostatically matured splenic cDC1 that have downregulated XCR1 expression, similarly to what occurs at steady state in the skin, the intestine or the thymus (25, 32, 39). It could also be possible that XCR1^−^ cells encompass other cell types contaminating the SIRPα^−^CD24^+^ cDC1 gate. However, the exclusion of CD3ε^+^ and SiglecH^+^ cells in our gating strategy ensured that the CD8α^+^XCR1^−^ cDC1 subset was not contaminated by CD8^+^ T cells nor CD8α^+^ pDCs (45–47). Consistent with the early expression of *Clec9a* starting at the pre-DC stage (21), *Clec9a*^*Cre*^ model targeted efficiently all 4 subsets, regardless of XCR1 and CD8α acquisition, with more than 85% of the cells in each subset expressing tdRFP (Figure 4). Although the *Xcr1*^*Cre*^ model was more efficient in targeting XCR1^+^ cDC1 as initially expected, a significant Cre activity was also detected both in XCR1^−^CD8α^−^ and XCR1^−^CD8α^+^ cDC1 subsets, with 37% and 53% of tdRFP expression, respectively (Figure 4). This indicated that a significant proportion of these cells from these two subsets derived from XCR1-expressing precursors, consistent with the hypothesis that they respectively encompass pre-cDC1 and terminally matured cDC1. The *Karma*^*Cre*^ model was effective in targeting the XCR1^+^CD8α^+^ cDC1 subset, contrasting with no recombination detected in the XCR1^−^CD8α^−^ subset and with only a weak Cre activity in the XCR1^+^CD8α^−^ subset (Figure 4). The fraction of XCR1^−^CD8α^+^ cDC1 targeted in *Karma*^*Cre*^ mice (22.8 ± 6.1%) was lower than that of XCR1^+^CD8α^+^ cDC1 (69.0 ± 2.1%). This suggest that most of XCR1^−^CD8α^+^ cDC1 do not derive from XCR1^+^CD8α^+^ cDC1 contrary to our expectation that the majority of the former cells correspond to an advanced maturation state of the latter ones. Altogether, the combined use of our fate mapping mouse models suggests consecutive expression of the corresponding genes along the differentiation of the cDC1 lineage in the spleen, with *Clec9a* expressed from the common cDC progenitor stage, *Xcr1* likely starting at the pre-cDC1 stage and *Karma* turned on only at a later stage similarly to CD8α.

**Figure 4:**
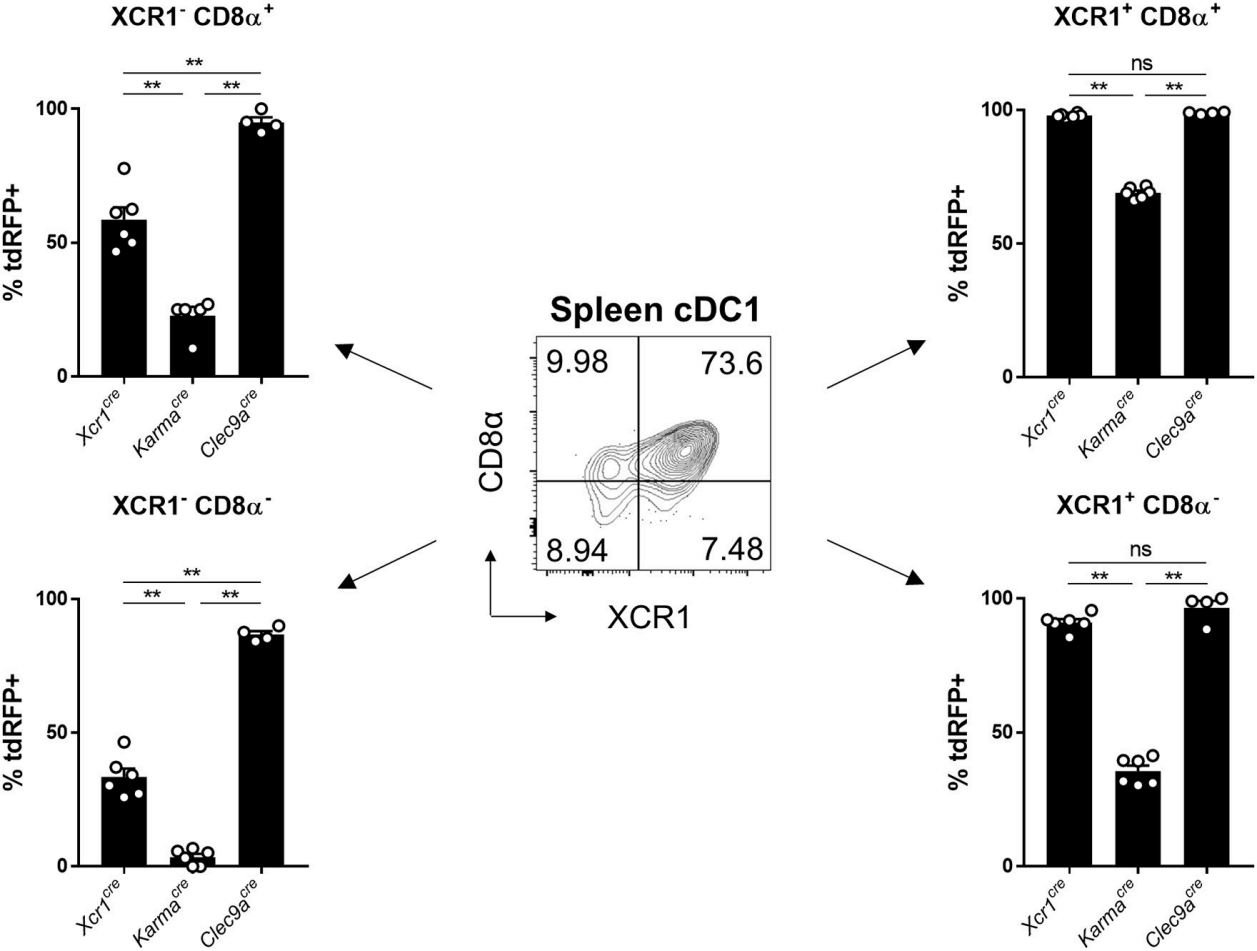
Tracing of *Xcr1* and *Karma* expression in the cDC1 population in spleen. Flow cytometry analysis of the tdRFP expression in the 4 CD24^+^ cDC1 subsets defined as CD8α^+^XCR1^−^, CD8α^+^XCR1^+^, CD8α^−^XCR1^+^, and CD8α^−^XCR1^−^, in the spleen of *Xcr1*^*Cre*/*wt*^*; Rosa26*^*tdRFP*^^/wt^, *Karma*^*Cre*/*wt*^*; Rosa26*^*tdRFP*^^/wt^, and *Clec9a*^*Cre*/*wt*^*; Rosa26*^*tdRFP*^^/wt^ mice. Data show one dot per individual value, mean +/- SEM per group, and are from two pooled experiments with at least two mice per group. Statistical analyses were performed using nonparametric Mann-Whitney tests in all experiments (^**^, *p* < 0.01; n.s, non-significant).

### Comparison of the Three Fate Mapping Mouse Strains Advances Our Understanding of the Differentiation Trajectory of cDC1

We further investigated to which extent our fate mapping mutant mouse models could help refining the differentiation trajectory of cDC1, using as a simple model bone marrow (BM) cells cultured with Fms-like tyrosine kinase 3 ligand (FLT3-L) (38). This model allows *in vitro* generation of three subsets of DCs, which are phenotypically and functionally equivalent to *in vivo* cDC1 (eq-cDC1), cDC2 (eq-cDC2) and pDCs (eq-pDCs) (38, 48–50). To refine the differentiation trajectory of cDC1, we followed the acquisition of the tdRFP signal over time in FLT3-L-differentiated DCs generated from BM of our fate mapping mutant mice (Supplementary Figure S4, Figure 5A). *Xcr1*^*Cre*^ and *Clec9a*^*Cre*^ models allowed efficient recombination in eq-cDC1 (56 vs. 90%) (Figure 5A). Interestingly, *Karma*^*Cre*^ did not present any recombinase activity in any of the DC populations (Figure 5A). 

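RNA of eq-cDC1, eq-cDC2 and eq-pDC sorted from standard BM FLT3-L cultures was profiled on 8 Affymetrix Mouse Gene ST microarrays, 3 of eq-cDC1, 3 of eq-cDC2 and 2 of eq-pDC. The CD11c+ cells were sorted to over 98% purity, as SIRPα−CD24high for eq-cDC1, SIRPα+CD24−/low for eq-cDC2 and SiglecH+ for eq-pDC. Sirpa was lower in eq-cDC1 than in eq-cDC2 (log2 fold change -4.87, standard error 0.32, adjusted p = 4.82e-05), and Cd24a was higher (log2 fold change 1.88, standard error 0.20, adjusted p = 0.000542). Siglech was at a log2 level of 12.43 ± 0.16 (SD, n = 2) in eq-pDC, of 7.30 ± 1.35 (SD, n = 3) in eq-cDC1 and of 8.18 ± 0.26 (SD, n = 3) in eq-cDC2. Itgax, the gene of CD11c, did not pass the test between eq-cDC1 and eq-cDC2 (log2 fold change -0.69, standard error 0.22, adjusted p = 0.0892). The paper gives 50 ng of total RNA for each sample, whereas the sample labels give 50 ng for eq-cDC1 and eq-cDC2 and 35 and 8 ng for the eq-pDC samples. The authors normalized the arrays by RMA with the oligo package, and the deposited values are on the log2 scale. From these values, 1 probe set was kept for each gene symbol, the one with the highest mean, which gave 19938 genes. All arrays were fitted together in limma, and a gene passed the test at an adjusted p under 0.05 over these genes. A gene was called above background on an array when its value exceeded the 95th percentile of 1194 olfactory and vomeronasal receptor genes on that array, which served as silent genes. Between 12172 and 12911 genes were above background on each array, and the median over all probe sets was 4.70 to 4.88. The number of arrays limits the precision, and neither the paper nor the labels say whether replicates come from separate cultures or mice, so that the p-values measure only the spread between these samples. The spleen arrays of Figure 5B were not used here.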

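In eq-cDC1, the genes Karma, Cd8a and Ly75 were each above background on 3 of 3 arrays, and Karma was higher in eq-cDC1 than in eq-cDC2 and eq-pDC. Karma (Gpr141b in the annotation, probe set 10407982), which encodes a G protein-coupled receptor, was at a log2 level of 5.64 ± 0.44 (SD, n = 3) in eq-cDC1, of 4.10 ± 0.13 (SD, n = 3) in eq-cDC2 and of 4.09 ± 0.06 (SD, n = 2) in eq-pDC. No eq-cDC2 or eq-pDC array had Karma above background, so that its fold change is given against the background: it was at least 2.57-fold higher than in eq-cDC2 (log2 fold change 1.54, standard error 0.19, adjusted p = 0.00125) and at least 2.30-fold higher than in eq-pDC (adjusted p = 0.000868). Karma was higher on every eq-cDC1 array than on every eq-cDC2 array (two-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). Cd8a (probe set 10538993), the gene of CD8α, was at 5.30 ± 0.18 (SD, n = 3) in eq-cDC1 and 5.49 ± 0.33 (SD, n = 3) in eq-cDC2, a difference that did not pass the test (log2 fold change -0.19, standard error 0.17, adjusted p = 0.692). It was at 6.21 ± 0.23 (SD, n = 2) in eq-pDC, above its level in eq-cDC1 (eq-cDC1 minus eq-pDC, log2 fold change -0.91, standard error 0.20, adjusted p = 0.00888). This last call ended without eq-pDC replicate 2 (log2 fold change -0.74, adjusted p = 0.0647), the highest of the adjusted p over 17 alternatives, which began at 0.00252. Ly75 (probe set 10482929), the gene of the endocytic receptor CD205, was at 5.97 ± 0.20 (SD, n = 3) in eq-cDC1, 5.48 ± 0.33 (SD, n = 3) in eq-cDC2 and 4.71 ± 0.18 (SD, n = 2) in eq-pDC. Its log2 fold change of 0.49 between eq-cDC1 and eq-cDC2 (standard error 0.17) did not pass the test over all genes (adjusted p = 0.134), while that between eq-cDC1 and eq-pDC did (1.26, standard error 0.19, adjusted p = 0.00138). Of these 3 genes, 2 were higher in eq-cDC1 than in eq-cDC2 when adjusted over the list alone, and since the paper had already pointed to them in Figure 5B, that count is not independent evidence. On the eq-cDC1 arrays, Karma exceeded 99.4 to 99.8% of the silent genes. Against all genes it was near the middle: in eq-cDC1, Karma was above 57.9% of them, Cd8a above 54.2% and Ly75 above 61.3%. Being above background is a lenient criterion, met by 62.8 to 64.5% of all genes on the eq-cDC1 arrays.

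**Figure D1:**
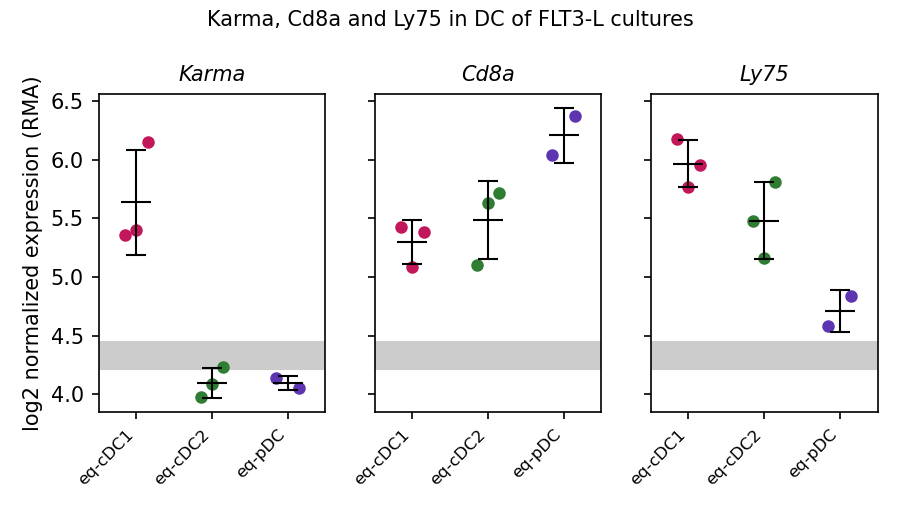
Log2 normalized expression of Karma, Cd8a and Ly75 on each array of eq-cDC1, eq-cDC2 and eq-pDC (points, shifted sideways to keep them apart), with the mean and SD of each type (black) and the range over the arrays of the 95th percentile of the silent genes (grey band). Karma lies above the band on the 3 eq-cDC1 arrays only, and Cd8a and Ly75 lie above it on all 8 arrays.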

Consistently, whereas gene expression profiling of the eq-DC subsets generated in standard BM FLT3-L cultures confirmed their close homology to their *in vivo* counterparts isolated from the spleen (Figure 5B), it also showed that eq-cDC1 lacked expression of the *Karma, Cd8a* and *Ly75* (*Cd205*) genes (Figure 5B, black arrows). This was confirmed using our previously published *Karma* reporter mouse model knocked-in for tdTomato in the 3′UTR of the *Karma* gene (33) (Supplementary Figure S5A). However, these eq-cDC1 acquired *Karma* and CD8α expression upon *in vivo* transfer (Supplementary Figures S5B,C). *Karma* was also expressed in eq-cDC1 differentiated from BM cells cultured with FLT3-L on feeder cells expressing the Notch ligand Delta-like 1 (Figure 5C, black arrows), similarly to what has been recently reported for CD8α and CD205 expression (43). Altogether, these results demonstrate a sequential expression of *Clec9a, Xcr1* and *Karma* during cDC1 ontogeny, with *Clec9a* being induced early starting at the common cDC progenitor stage (21), then followed by *Xcr1* which induction might be initiated already at the pre-cDC1 stage. Likewise to CD8α, *Karma* is acquired at a more advanced differentiation stage that is not reached under classical conditions of DC differentiation from BM in FLT3-L *in vitro* cultures but can be promoted by Notch signaling. This work thus significantly extends two recent studies showing that cDC1 derived *in vitro* from mouse or human hematopoietic precursors with a combination of cytokines and growth factors need additional signals to reach a terminal state of differentiation including acquisition of CD8α expression for mouse cDC1 (43, 51).

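Xcr1, the gene of the receptor of the chemokine XCL1, and Clec9a, which encodes a lectin receptor of dead cells, were each more than 32-fold higher in eq-cDC1 than in eq-cDC2, and Clec9a was also high in eq-pDC. Xcr1 (probe set 10597996) was at a log2 level of 9.99 ± 0.16 (SD, n = 3) in eq-cDC1, 4.96 ± 0.76 (SD, n = 3) in eq-cDC2 and 4.27 ± 0.46 (SD, n = 2) in eq-pDC. It was 32.8-fold higher in eq-cDC1 than in eq-cDC2 (log2 fold change 5.04, standard error 0.33, adjusted p = 4.77e-05) and at least 44.7-fold higher than in eq-pDC, where its mean was not above background (adjusted p = 1.4e-05). Clec9a (probe set 10542181) was at 10.16 ± 0.10 (SD, n = 3) in eq-cDC1 and 5.14 ± 0.63 (SD, n = 3) in eq-cDC2, a 32.4-fold difference (log2 fold change 5.02, standard error 0.26, adjusted p = 1.04e-05). In eq-pDC it was at 9.64 ± 0.08 (SD, n = 2), and its log2 fold change of 0.52 between eq-cDC1 and eq-pDC (standard error 0.29) did not pass the test (adjusted p = 0.244). That difference passed in 2 of 17 alternatives, without eq-cDC2 replicate 3 and with only the 2 types in the fit (adjusted p from 0.0124 to 0.46 over the alternatives). In eq-cDC2, Xcr1 was above background on 2 of 3 arrays and Clec9a on 3 of 3. All 8 arrays hold cells sorted as 1 of the 3 DC types, and none holds a separate sort of precursors, so that they give levels and not an order in time.

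**Figure D2:**
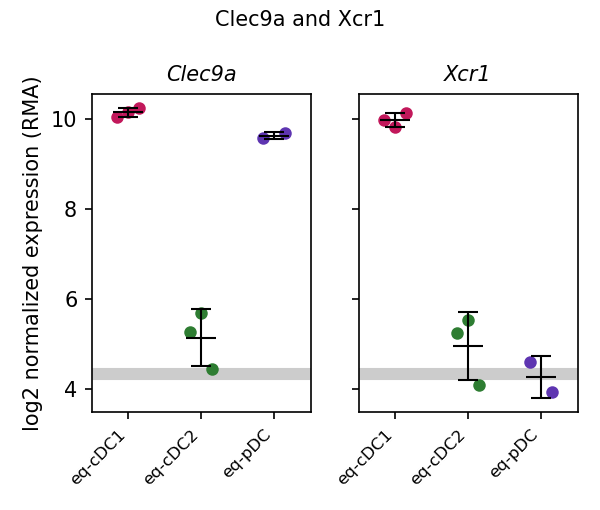
Log2 normalized expression of Clec9a and Xcr1 on each array of eq-cDC1, eq-cDC2 and eq-pDC (points, shifted sideways), with the mean and SD of each type (black) and the range over the arrays of the 95th percentile of the silent genes (grey band). Clec9a is high in eq-cDC1 and eq-pDC, with means of 10.16 and 9.64, and Xcr1 in eq-cDC1, with a mean of 9.99.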

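In the standard cultures, without an added Notch ligand, few genes of Notch receptors and targets passed the test between eq-cDC1 and eq-cDC2. Of 13 measured genes of this list, 1 was lower in eq-cDC1 than in eq-cDC2 and none was higher (1 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.518). In fry, the adjusted p was 0.237 for a shared direction and 0.0102 for changes in either direction. The targets Hey1, Heyl, Nrarp and Gata3 were at 4.91 or less on the eq-cDC1 and eq-cDC2 arrays. This is under the 99th percentile of the silent genes (4.99 to 5.10), so that the arrays say little on them. Notch2, the gene of the receptor needed by splenic CD8α+ DCs and ESAM+ cDC2, was at 9.28 ± 0.42 (SD, n = 3) in eq-cDC1 and 8.53 ± 0.29 (SD, n = 3) in eq-cDC2 (log2 fold change 0.75, standard error 0.21, adjusted p = 0.0589). It passed the test against eq-pDC (log2 fold change 1.05, standard error 0.24, adjusted p = 0.0108). The difference in Notch2 between eq-cDC1 and eq-cDC2 passed in 7 of 17 alternatives, with an adjusted p from 0.0104 to 0.201. Notch1 was at 6.44 ± 0.24 (SD, n = 3) in eq-cDC1 and 6.66 ± 0.22 (SD, n = 3) in eq-cDC2 (adjusted p = 0.496), and was lower in eq-cDC1 than in eq-pDC (log2 fold change -1.45, standard error 0.16, adjusted p = 0.00025). Il2ra, the gene of CD25, was the member that was lower in eq-cDC1 than in eq-cDC2 (at least 2.19-fold, since its mean in eq-cDC1 was not above background; adjusted p = 0.0464), a call that ended in 8 of 17 alternatives (adjusted p from 0.00476 to 0.147). Against eq-pDC, 1 of the 13 genes was higher in eq-cDC1 and 3 were lower (1 and 3 when adjusted over the list alone), among them Ptcra, the gene of the pre-T cell receptor alpha chain (log2 fold change -1.59, standard error 0.24, adjusted p = 0.00131). The RNA-seq data from Delta-like 1 feeder cultures of Figure 5C and the reporter and transfer experiments were not analysed here. The paper concludes that Karma follows Clec9a and Xcr1 from its results as a whole. Among them are tracing with the Cre lines in cDC1 subsets of the spleen, tracing in culture (Figure 5A) and these arrays (Figure 5B). Others are a Karma reporter mouse, transfer in vivo, Delta-like 1 feeder cultures (Figure 5C) and earlier work on Clec9a in progenitors.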

**Figure 5:**
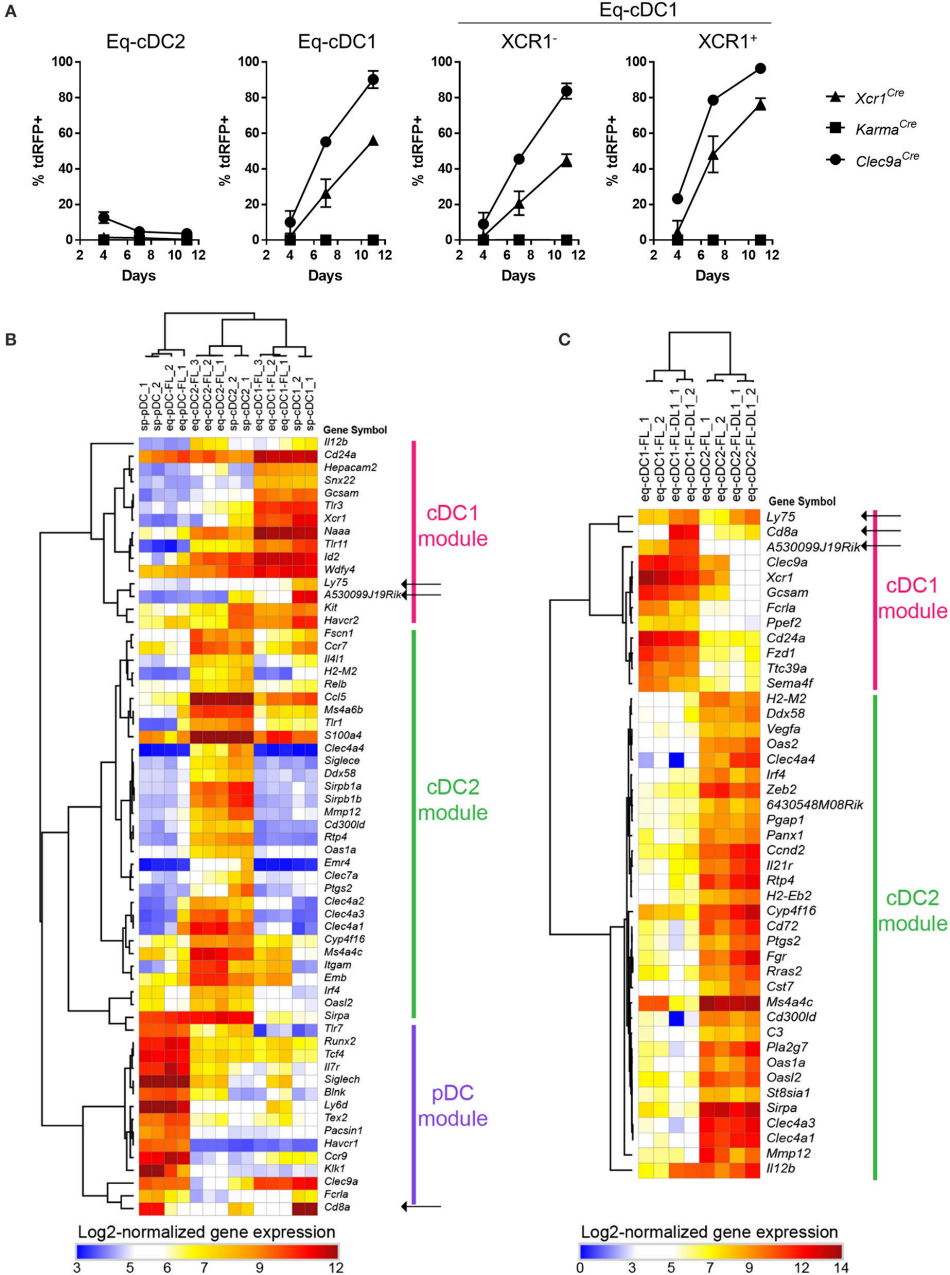
Sequential regulation of *Clec9a, Xcr1* and *Karma* expression during cDC1 differentiation. **(A)** Kinetic analysis of the tdRFP expression in DCs differentiated *in vitro* from *Xcr1*^*Cre*/*wt*^*; Rosa26*^*tdRFP*^^/wt^, *Karma*^*Cre*/*wt*^*; Rosa26*^*tdRFP*^^/wt^ and *Clec9a*^*Cre*/*wt*^*; Rosa26*^*tdRFP*^^/wt^ BM cells cultured with FLT3-L. Eq-cDC2 were gated as CD11c^+^MHC-II^+^CD24^−^SIRPα^+^ cells, and eq-cDC1 as CD11c+ MHC-II^+^CD24^+^SIRPα^−^ cells (Supplementay Figure S4). Data are shown for one experiment representative of two, with three mice per group. **(B,C)** Heatmaps display the expression profiles of archetypical genes previously shown to be selectively expressed in cDC1, cDC2, or pDC. **(B)** Gene expression across DC types either isolated from murine spleens (sp-pDC, sp-cDC1, and sp-cDC2), or derived *in vitro* in standard FLT3-L BM cultures (eq-pDC-FL, eq-cDC1-FL, and eq-cDC2-FL), as assessed with microarrays. **(C)** Gene expression patterns across cDC types derived *in vitro* from FLT3-L BM cultures under standard conditions (-FL) or on DL1-expression OP9 feeder cells (-FL-DL1), as assessed from public RNA-seq data (GEO accession number GSE110577).

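The cDC1, cDC2 and pDC signatures parted the 3 culture types. Of 26 measured cDC1 signature genes, 25 were higher in eq-cDC1 than in eq-cDC2 and none was lower (25 when adjusted over the list alone; camera, adjusted p = 2.55e-39, and adjusted p = 0.0264 with an estimated correlation). Of 28 cDC2 signature genes, 25 were lower in eq-cDC1 than in eq-cDC2 and none was higher (25 when adjusted over the list alone; camera, adjusted p = 1.84e-27). This second list did not pass with an estimated correlation between its genes (adjusted p = 0.136). All 24 measured pDC signature genes were lower in eq-cDC1 than in eq-pDC (24 when adjusted over the list alone; camera, adjusted p = 1.12e-20, but adjusted p = 0.28 with an estimated correlation). Several genes of these lists are in Figure 5B, which had been seen when the lists were written. The cDC1, cDC2 and pDC lists also hold Cd24a, Sirpa and Siglech, genes of the sort gates, whose differences the sort selects for. In the cDC1 signature, Ifi205, an interferon-inducible gene, was at 10.81 ± 0.10 (SD, n = 3) in eq-cDC1 and 6.33 ± 0.92 (SD, n = 3) in eq-cDC2 (log2 fold change 4.48, standard error 0.45, adjusted p = 0.000369), and Cd36, a scavenger receptor, was the member that did not pass (log2 fold change 0.77, standard error 0.65, adjusted p = 0.649). Against eq-pDC, 21 of the 26 genes were higher in eq-cDC1 (21 when adjusted over the list alone; camera, adjusted p = 2.55e-18, but adjusted p = 0.0741 with an estimated correlation) and Irf8 was lower (log2 fold change -0.48, standard error 0.14, adjusted p = 0.0351), a call that ended in 7 of 17 alternatives (adjusted p from 0.00873 to 0.227). Among cDC2 signature genes, the C-type lectin receptor Clec4a1 was lower in eq-cDC1 than in eq-cDC2 (log2 fold change -5.71, standard error 0.93, adjusted p = 0.00464). Clec10a, with a mean not above background in eq-cDC1, was at least 50.5-fold lower there (adjusted p = 0.000172), and Clec4a3, not above background on any eq-cDC1 array, at least 51.0-fold (adjusted p = 0.00124). Clec12a and the decoy receptor gene Il1r2 did not pass (log2 fold change 0.12, adjusted p = 0.796, and -0.30, adjusted p = 0.76). Of 14 measured monocyte and macrophage markers, 8 were also lower in eq-cDC1 than in eq-cDC2 and none was higher (11 lower when adjusted over the list alone; camera, adjusted p = 1.59e-08, but adjusted p = 0.421 with an estimated correlation). One of them, C1qb, was at 10.19, 8.90 and 7.33 on the eq-cDC2 arrays 1, 2 and 3 and at least 22.4-fold lower in eq-cDC1 (adjusted p = 0.026), a call that ended in 6 of 17 alternatives (adjusted p from 0.00131 to 0.136). Between 3 and 5 of these markers were lower without any 1 eq-cDC1 array or without eq-cDC2 replicate 1 or 3. F13a1, not among the 8, passed in limma with the replicate number as a block (adjusted p = 0.035, against 0.0581 without it). Adgre1, whose call ended in 5 of 17 alternatives, was at 10.39, 9.82 and 9.69 in eq-cDC2 and at 5.68, 5.85 and 5.25 in eq-cDC1. In eq-pDC, whose arrays share the spread of the fit, Adgre1 was at 8.86 and 4.25. In the pDC signature, the RNA sensor gene Tlr7 was at least 40.5-fold lower in eq-cDC1 than in eq-pDC (adjusted p = 2.25e-05) and Havcr1 at least 37.8-fold (adjusted p = 8.99e-08), and the cytokine receptor gene Il7r differed by -5.50 on the log2 scale (standard error 0.47, adjusted p = 5.18e-05). Between eq-cDC2 and eq-pDC, 22 of the 24 pDC signature genes were lower in eq-cDC2 (24 when adjusted over the list alone) and 22 of the 28 cDC2 signature genes were higher and 1 lower (22 and 3 when adjusted over the list alone), with adjusted p = 0.28 and adjusted p = 0.282 with an estimated correlation. In eq-pDC replicate 1, 11 of the 14 macrophage markers and 14 of the 28 cDC2 signature genes were more than 2-fold higher than in replicate 2. The pDC signature gene Siglech was at 8.37, 7.74 and 5.78 on the eq-cDC1 arrays 1, 2 and 3, and Spib at 7.49, 7.05 and 4.38.

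**Figure D3:**
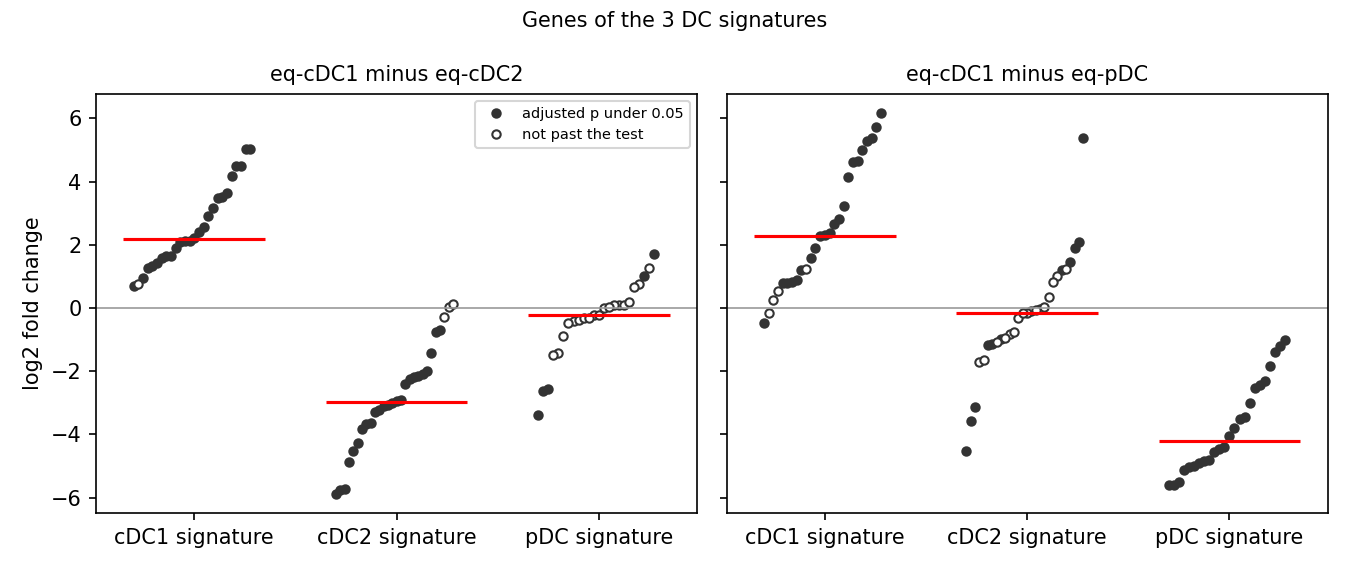
Log2 fold changes of the measured genes of the 3 DC signatures, eq-cDC1 minus eq-cDC2 (left) and eq-cDC1 minus eq-pDC (right), 1 point per gene in ascending order, filled where the adjusted p from limma is under 0.05, with the median of each list as a red line. The medians of the cDC1 and cDC2 signatures are 2.17 and -2.98 on the left, and that of the pDC signature is -4.22 on the right.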

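Each of the 8 arrays was most correlated with an array of its own type, and eq-pDC stood apart from both cDC types. Pearson's correlation across the 19938 genes was at least 0.982 within a type and at most 0.976 between types, and average linkage gave 3 branches that equal the 3 types, with eq-pDC splitting off first. Genes are not independent replicates, so these correlations describe the arrays only. Between eq-cDC1 and eq-cDC2, 2066 genes passed the test, 1041 higher in eq-cDC1 and 1025 lower, with 249 and 386 of them at least 2-fold apart. This count was 1293 without eq-cDC1 replicate 3 and 1346 without eq-cDC2 replicate 3. Between eq-cDC1 and eq-pDC, 4754 genes passed, 2478 higher in eq-cDC1 and 2276 lower, and between eq-cDC2 and eq-pDC 4015 did, 2071 higher in eq-cDC2 and 1944 lower. These splits depend on the scaling: with each array centred on its median, 3517 genes were higher in eq-cDC1 than in eq-pDC and 1477 lower, and 2970 were higher in eq-cDC2 and 1331 lower. Without eq-pDC replicate 1 and eq-cDC2 replicate 1, a choice made after the macrophage genes on these arrays were seen, the 3 counts were 2202, 4629 and 4115. Outside the signatures, P3h2, a collagen prolyl hydroxylase gene, was higher in eq-cDC1 than in eq-cDC2 (log2 fold change 4.38, standard error 0.19, adjusted p = 4.69e-06), and Rtl8c differed by 4.25 (standard error 0.35, adjusted p = 0.000156). Lower in eq-cDC1 were the lectin receptor gene Clec4n, by at least 26.3-fold (adjusted p = 0.00183), and the macrophage-associated genes Mrc1, by at least 21.9-fold (adjusted p = 0.0253), and Pf4 (log2 fold change -5.61, standard error 1.44, adjusted p = 0.0399). The calls of Mrc1 and Pf4 ended without any 1 of the eq-cDC1 or eq-cDC2 arrays. Over 17 alternatives, the adjusted p ranged from 0.00016 to 0.134 for Mrc1 and from 0.00036 to 0.1785 for Pf4. The fit gives the 3 types a shared spread, although 191 genes had an SD over 1 in eq-pDC, against 14 in eq-cDC1 and 23 in eq-cDC2. Among the genes with the largest differences from eq-pDC were Fgl2, an immunoregulatory fibrinogen-like gene (log2 fold change 5.52, standard error 0.29, adjusted p = 4.14e-06), and Klrb1b (5.33, standard error 0.10, adjusted p = 3.77e-08), both higher in eq-cDC1. The lipid transfer gene Pltp and the sodium pump subunit gene Atp1b1 were lower in eq-cDC1 than in eq-pDC (log2 fold change -5.58, adjusted p = 0.000158, and -5.54, adjusted p = 9.79e-05); that of Atp1b1 ranged from -6.03 to -4.90 over 17 alternatives (adjusted p from 2.46e-05 to 0.0019). In eq-cDC2, Ifitm6 and the dipeptidase gene Dpep2 were higher than in eq-pDC (log2 fold change 5.74, adjusted p = 9.26e-05, and 5.19, adjusted p = 5.31e-05); that of Dpep2 ranged from 4.25 to 6.13 over 17 alternatives (adjusted p from 1.59e-07 to 0.00103), with levels of 6.45 and 4.57 on the eq-pDC arrays 1 and 2. Of the pDC signature, the chemokine receptor gene Ccr9 and Cox6a2 were lower in eq-cDC2 than in eq-pDC (-6.73, adjusted p = 5.46e-06, and -5.66, adjusted p = 7.97e-05).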

### The Cre Expression Under *Xcr1* or *Karma* Promoters Remains cDC1-Specific Upon Infection-Induced Inflammation

The expression of many membrane proteins or transcription factors changes upon inflammation (12, 52). An important incentive for generating *Xcr1*^*Cre*^ and *Karma*^*Cre*^ models, was that the expression of the *Xcr1* and *Karma* genes was specific for cDC1 both at steady state and under inflammatory conditions (53). To confirm this observation based on transcriptomic studies, we examined cDC1-targeting specificity of the *Karma*^*Cre*^ and *Xcr1*^*Cre*^ mouse models in an inflammatory context, namely systemic mouse cytomegalovirus (MCMV) infection, using the *Rosa26*^*tdRFP*^ reporter as a read out. We adapted a gating strategy adapted from (52) to identify inflammatory DCs (InflDCs) in spleen and liver (Supplementary Figure S6). Although we could observe the appearance of InflDCs upon MCMV infection, tdRFP expression remained unchanged in infected animals as compared to control mice, being still essentially confined to the cDC1 population, both in *Xcr1*^*Cre*/*wt*^*; Rosa26*^*tdRFP*^^/wt^ and *Karma*^*Cre*/*wt*^*; Rosa26*^*tdRFP*^^/wt^ mice (Supplementary Figure 6). This demonstrated that both cDC1-targeting models are stable and allow excision of a floxed genomic sequence efficiently and largely selectively in cDC1 at steady state and upon inflammation.

### Germline Recombination of loxP Sequences Is Frequent in the Offspring of *Xcr1^*Cre*^* but Not *Karma^*Cre*^* Mice

Recombination of loxP-flanked genomic sequences in germ cells have been described in many Cre mouse models (54–56). To test whether germline recombination occurs in our cDC1-targeting Cre-driver lines, we backcrossed *Xcr1*^*Cre*/*wt*^*; Rosa26*^*tdRFP*^^/wt^ and *Karma*^*Cre*/*wt*^*; Rosa26*^*tdRFP*^^/wt^ mice to C57BL/6J mice, and analyzed their offspring for ubiquitous tdRFP expression, using blood T and B cells as a readout (Figure 7A). Total or partial germline recombination of the *Rosa26*^*tdRFP*^ locus occurred in 95% of the offspring who had inherited one loxP-flanked allele from *Xcr1*^*Cre*/*wt*^*; Rosa26*^*tdRFP*/*wt*^ male mice (Figure 7B). Germline recombination occurred with the same frequency irrespective of the segregation of the paternal *Cre* and loxP-flanked alleles in the offspring, demonstrating that this process occurred during meiosis rather than in the embryo. No germline recombination was observed when both alleles were from maternal germ cells (Figure 7B). In ongoing crosses using the *Xcr1*^*Cre*^ mouse model with different loxP-flanked mouse strains, we could also observe germline recombination in the progeny even when the floxed alleles were brought together with the *Xcr1*^*Cre*^ allele by the maternal gamete (data not shown). This indicates that, contrary to what the results of the *Rosa26*^*tdRFP*^^/wt^ backcross appears to suggest, off-target activity of the Cre recombinase in germline is not a gender effect. Additionally, the incidence of germline recombination depended on the loxP-flanked allele (data not shown). No occurrence of germline recombination was detected so far for the *Karma*^*Cre*^ model (Figure 7B). Therefore, the *Karma*^*Cre*^ model might be more appropriate than the *Xcr1*^*Cre*^ model to obtain rapidly mice in which cDC1 are inactivated for candidate genes, through conventional breeding strategies. Germline recombination in the offspring should however always be assessed for any novel loxP-flanked allele.

**Figure 6:**
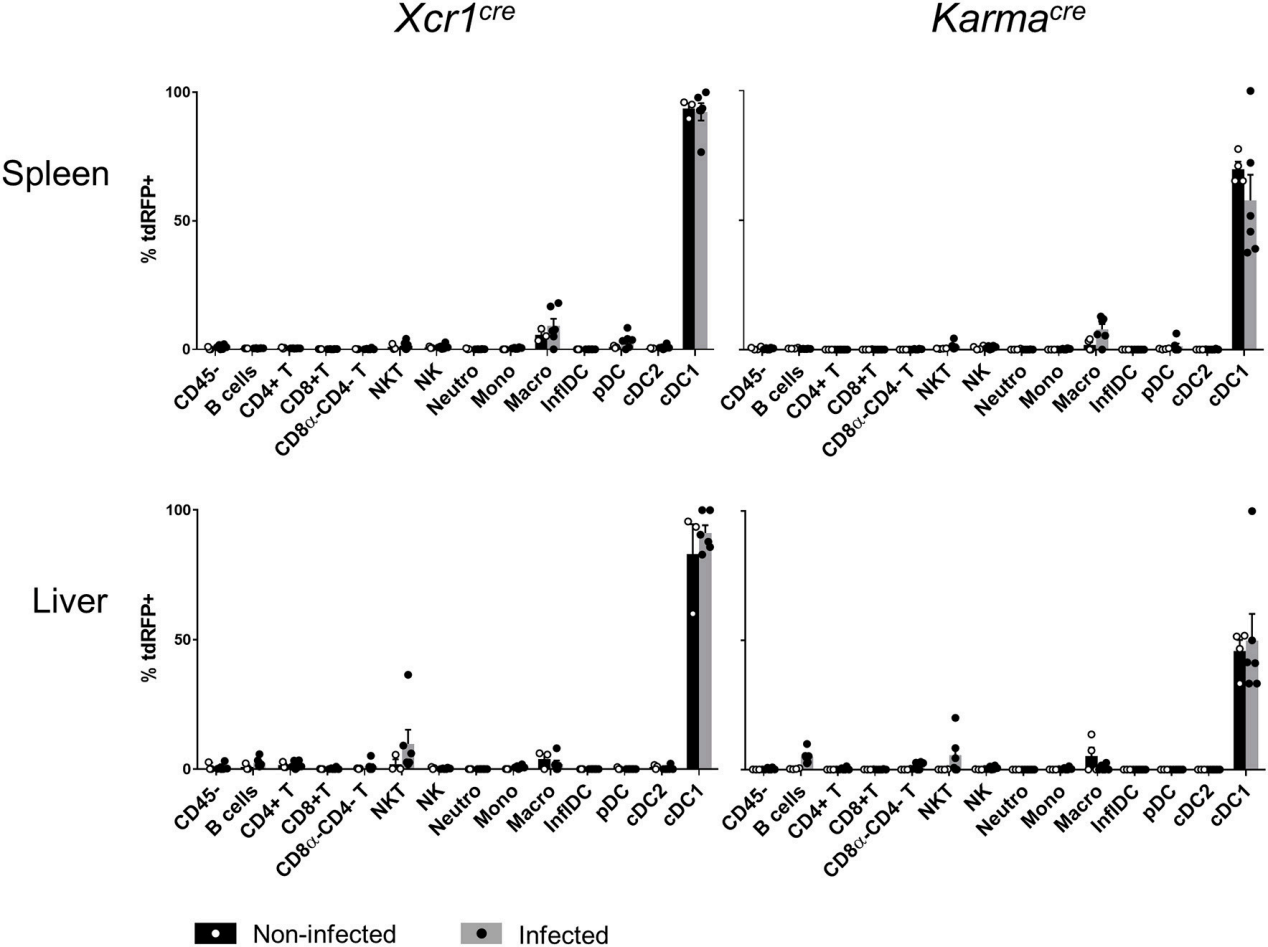
*Xcr1* and *Karma* expressions remain confined to cDC1 upon virus-induced inflammatory responses. Flow cytometry analysis of the tdRFP expression by different immune cell populations as in Figure 2A, from spleen, CLNs, and liver of *Xcr1*^*Cre*/*wt*^*; Rosa26*^*tdRFP*^^/wt^, and *Karma*^*Cre*/*wt*^*; Rosa26*^*tdRFP*^^/wt^ mice 2 days after MCMV infection. Cell population gating strategy detailed in Supplementay Figure S3. Data show one dot per individual value, mean +/- SEM per group, and are from two pooled experiments with at least three individuals per group of infected mice. Statistical analyses were performed using nonparametric Mann-Whitney tests when possible, and the difference between non infected and infected was non-significant in each cell population. NI, non-infected; InflDCs, inflammatory DCs.

**Figure 7:**
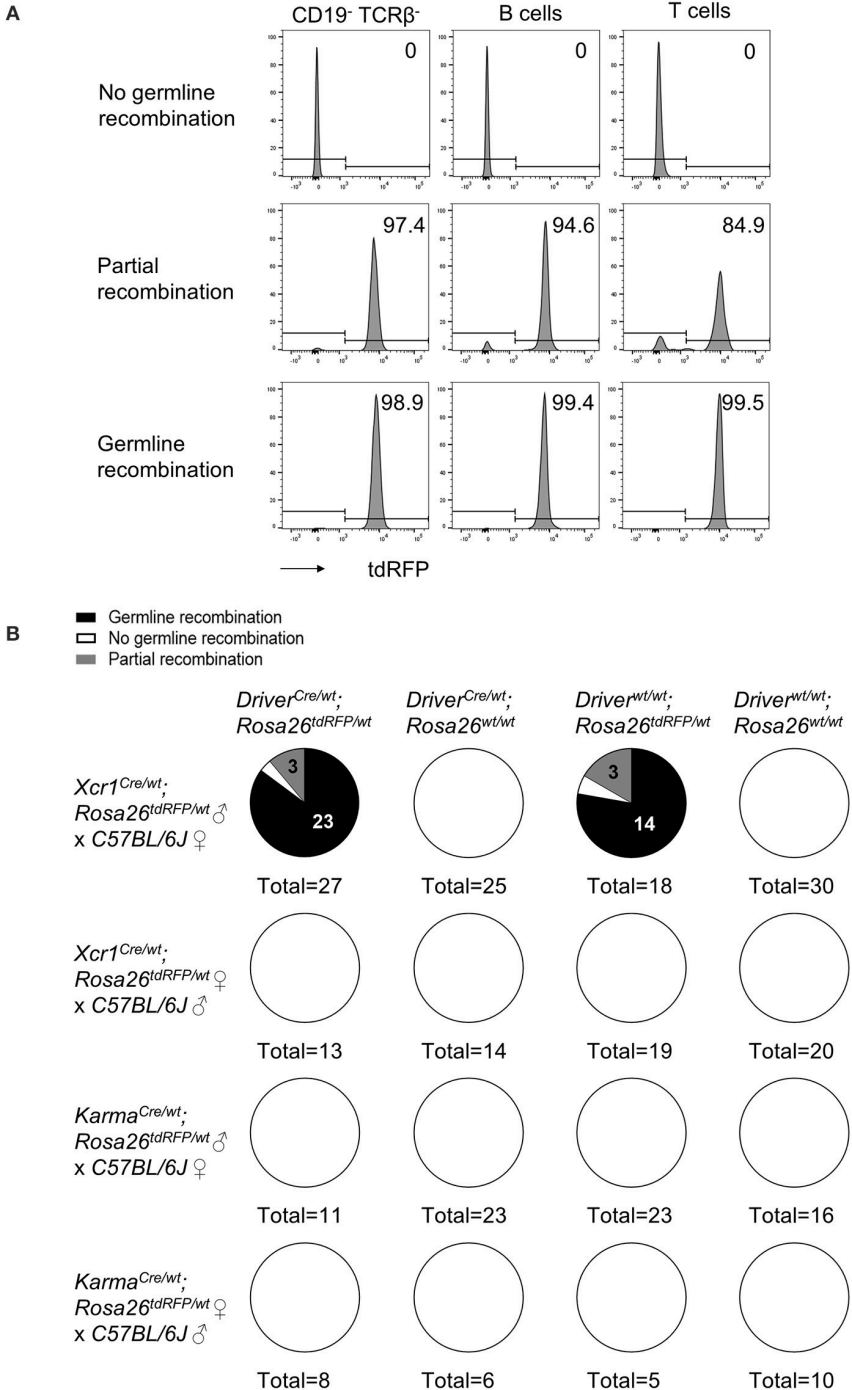
The Cre expression under *Xcr1* but not *Karma* promoter efficiently recombines Lox-sequences in germ cells. **(A)** Representative flow cytometry analysis of tdRFP expression in CD19^−^ TCRβ^−^, B and T cells in blood of mice with no germline recombination, partial recombination, and germline recombination. One sample representative of each is shown. **(B)** Analysis of germline recombination in offspring from backcrosses of *Xcr1*^*Cre*/*wt*^*; Rosa26*^*tdRFP*^^/*wt*^ and *Karma*^*Cre*/*wt*^*; Rosa26*^*tdRFP*^^/wt^ mice of both sexes with wild-type (*WT;* C57BL/6J) mice. Germline recombination shown here occurred when both *Cre* and *floxed* alleles were of paternal origin. However, with other type of flox constructs, we regularly observed occurrences of germline recombination when both alleles were brought together, either by the father or by the mother.

## Discussion

*Xcr1* and *A530099j19rik* (*Karma/Gpr141b)* genes code for the chemokine receptor XCR1 and for the putative G protein-coupled receptor Gpr141b, respectively, and are among the core gene signature specifically identifying mouse cDC1 throughout the organism (10, 22–25, 33). We have inserted an IRES-Cre cassette into the 3′ UTR of the *Xcr1* and *Karma* coding exon to generate *Xcr1*^*Cre*^ and *Karma*^*Cre*^ mouse models, respectively. In this study, we have characterized the efficiency and specificity of Cre-mediated recombination in these novel mouse models at steady state and upon viral infection, comparing them to the *Clec9a*^*Cre*^ model. To the best of our knowledge, this study demonstrated that our novel *Xcr1*^*Cre*^ and *Karma*^*Cre*^ mouse models are the most trustful and robust for the genetic tracking and manipulation of cDC1 *in vivo*.

Amongst the three Cre-driver mouse models examined, *Xcr1*^*Cre*^ model is the most efficient and specific for fate mapping all cDC1 regardless of the tissues examined. The *Karma*^*Cre*^ model is rather specific for cDC1 when compared with *Clec9a*^*Cre*^ mouse, but much less efficient than the *Xcr1*^*Cre*^ model. Unexpectedly, a fraction of CD4^+^ T cells is labeled with tdRFP in the *Xcr1*^*Cre*^;*Rosa26*^*tdRFP*^^/wt^ mouse (Figure 2) without expressing any detectable XCR1 at their cell surface (Supplementary Figure S1E). Further analysis need to be conducted to determine whether XCR1 was transiently turned on in the distant progenitors of these cells or on the contrary during their terminal differentiation. Interestingly, the proportion of *Xcr1*^*cre*^ fate-mapped CD4^+^ T cells was much higher in the skin than in the other organs examined, suggesting that these cells may be polarized toward specific functions and/or develop under instructive signals encountered preferentially in barrier organs. Further studies will be needed to test these hypotheses. In the skin of the *Karma*^*Cre*^*; Rosa26*^*tdRFP*^^/wt^ mouse model, the vast majority of the tdRFP^+^ cells were of mast cell origin (Figure 3B). Microarray data released recently by the Immgen consortium (https://www.immgen.org) show that mast cells from the skin, peritoneal cavity, trachea and esophagus express high level of the *Karma* gene (Supplementary Figure S3), confirming our observation. To the best of our knowledge, this is the first report of a gene that is selectively shared by both cDC1 and mast cells. The *Karma*^*Cre*^ mice will therefore be of special interest to researchers aiming at genetically manipulating mast cells in tissues. In all tissues and in all mouse models examined, no tdRFP expression was detected in the CD45-negative cells present in cell suspensions (Figure 2). Although, we did not examine tdRFP expression in other non-hematopoietic cells, it is unlikely that some of these cell types would be targeted in *Xcr1*^*Cre*^ or *Karma*^*Cre*^ mice considering that the *Xcr1* and *Gp141b* genes were not expressed outside of the hematopoietic system in all of the transcriptomic databases we queried.

To inactivate specifically a candidate gene in cDC1, both alleles of this candidate gene should be excised. This requires a breeding strategy in which one *Cre* allele and one floxed allele of the gene to be inactivated are brought by the same germ cells, where unexpected recombination could occur. We have tested the frequency of germline recombination for both the *Xcr1*^*Cre*^ and *Karma*^*Cre*^ models. Only the *Xcr1*^*Cre*^ model showed adventitious Cre activity in germ cells resulting in progeny with recombined *Rosa26*^*tdRFP*^ locus in all their cells. Interestingly, this was paternal inherited in this specific experimental setting. However, this may depend on the loxP-flanked construct, as we had events of germline recombination transmitted by females for other floxed genes than the *Rosa26*^*tdRFP*^ reporter. Therefore, to reach specific recombination in cDC1 using the *Xcr1*^*Cre*^ model, the *Cre* allele and the loxP-flanked allele should be inherited from different parents. We recommend breeding one parent homozygous for both the *Cre* allele and a null allele of the target gene, to another parent homozygous for the floxed allele of the target gene. Each investigator using the *Xcr1*^*Cre*^ model should always test their progeny for unexpected off-target recombination. A recent publication strongly suggested to include, in each experimental procedure of publication using Cre mouse models, detailed procedures about the breeding strategies used and the method the investigators applied to detect any unexpected and unspecific recombination (56).

Our genetic tracing of cDC1 *in vivo* in the spleen (Figure 4), or *in vitro* in FLT3-L-differentiated BM-DC cultures (Figure 5A) revealed heterogeneity in the cDC1 population. The differential expression of *Xcr1* and *Karma* genes within the cDC1 population qualifies *Xcr1*^*Cre*^ and *Karma*^*Cre*^ mouse models as powerful tools to describe further these cDC1 subsets *in vivo*. *In vitro*, BM-DCs derived from *Karma*^*Cre*^ mice did not show any sign of Cre activity (Figure 5A), confirming that the *Karma* gene is not transcriptionally active in these cells as directly assessed through their gene expression profiling (Figure 5B), akin to *Cd8a* or *Ly75* (*Dec205*) (43). We show here that expression of the *Karma* gene on cDC1 requires accessory signals, which can be provided upon *in vivo* transfer, or *in vitro* by Notch signaling likewise to what has been recently reported for *Cd8a* and *Ly75* (43). Of note, in FLT3-L *in vitro* BM-DC culture, detection in eq-cDC1 of the activity of the Cre recombinase as readout by tdRFP expression seemed to be delayed over time as compared to cell surface acquisition of XCR1 (Figure 5), although the *Cre* and *Xcr1* genes were expressed under the same promoter from one bi-cistronic mRNA. This might be explained by a delayed translation of the *Cre* gene as compared to *Xcr1*, or because efficient recombination of DNA by the Cre requires time. This latter case might especially apply to the *Rosa26*^*tdRFP*^ reporter mouse line used in this study, because it was engineered as requiring two consecutive rounds of Cre-excision to generate detectable tdRFP signal, in order to limit any leaky transcription of the fluorescent reporter gene across the stopper at steady state (35). This contrasts to most reporter lines which require only one sequence of recombination to emit signal (57, 58) and must therefore require lower and/or less sustained Cre activity to allow recombination. Breeding the *Xcr1*^*Cre*^ model with a Cre-reporter mouse which is easily recombined (57) might allow a better synchronization of XCR1 surface expression with Cre activity.

Our results advanced our understanding of the differentiation trajectory of cDC1, and validated the *Xcr1*^*Cre*^ mouse model as a robust tool to inactivate genes selectively in cDC1 either *in vivo* or *in vitro* using BM-derived DC cultures. Future use of these mutant mouse models will undoubtedly boost the advancing of our understanding of the biology of cDC1.

## Author Contributions

MD and KC: Conceptualization. RM, CW, BM, MD, and KC: Methodology, Validation, Formal Analysis. RM, CW, SG, MA, YA, CS, and AF: Investigation. T-PV, MD: bioinformatics analyses. BM: Mouse model construction supervision. RM, KC: Visualization. RM, KC, and MD: Writing. All authors: Editing. BM, MD, and KC: Project Supervision and Administration.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Novel Cre-Expressing Mouse Strains Permitting to Selectively Track and Edit Type 1 Conventional Dendritic Cells Facilitate Disentangling Their Complexity in vivo
**Source:** Front Immunol. 2018 Dec 4;9:2805. doi: 10.3389/fimmu.2018.02805
**Supplement:** Supplementary file 1

Supplementary Material

Novel Cre-expressing mouse strains permitting to selectively track and edit type 1 conventional dendritic cells facilitate disentangling their complexity *in vivo*

Raphaël MATTIUZ^1^, Christian WOHN^1^, Sonia GHILAS^1^, Marc AMBROSINI^1^, Yannick O. ALEXANDRE^1^, Cindy SANCHEZ^1^, Anissa FRIES^1^, Thien-Phong VU MANH^1^, Bernard MALISSEN^1,2^, Marc DALOD^1*^, Karine CROZAT^1*^

# Supplementary Tables

**Supplementary Table 1: List of the antibodies, their clones and conjugates used in this study.**

| **Antibody** | **Clone** | **Conjugates** | **Company** | **Dilution** |
| --- | --- | --- | --- | --- |
| **CD3ε** | M5/114.15.2 | Alexa700 | BioLegend | 1/200 |
| **CD3ε** | 145-2C11 | BV510 | BD Biosciences | 1/200 |
| **CD4** | RM4-5 | PerCP-Cy5.5 | BD Biosciences | 1/200 |
| **CD8α** | 53-6.7 | PE-Cy7 | BD Biosciences | 1/400 |
| **CD8α** | 53-6.7 | V450 | BD Biosciences | 1/200 |
| **CD8α** | 53-6.7 | FITC | BD Biosciences | 1/200 |
| **CD11b** | M1/70 | BUV395 | BD Biosciences | 1/400 |
| **CD11c** | HL3 | BUV737 | BD Biosciences | 1/200 |
| **CD11c** | N418 | BV785 | BioLegend | 1/200 |
| **CD19** | 1D3 | BV510 | BD Biosciences | 1/200 |
| **CD24** | M1/69 | eFluor450 | eBioscience | 1/1000 |
| **CD24** | M1/69 | Biotin | BioLegend | 1/400 |
| **CD24** | M1/69 | PE-Cy7 | BD Biosciences | 1/1000 |
| **CD26** | H194-112 | BV786 | BD Biosciences | 1/100 |
| **CD45.2** | 104 | BV605 | BioLegend | 1/200 |
| **CD45.2** | 104 | BUV737 | BD Biosciences | 1/400 |
| **CD49b** | DX5 | FITC | BD Biosciences | 1/200 |
| **CD64** | X54-5/7.1 | BV711 | BioLegend | 1/200 |
| **CD64** | X54-5/7.1 | BV421 | BioLegend | 1/200 |
| **CD64** | X54-5/7.1 | Alexa647 | BD Biosciences | 1/500 |
| **CD86** | GL1 | APC | BD Biosciences | 1/400 |
| **CD103** | M290 | PerCP-Cy5.5 | BD Biosciences | 1/400 |
| **CD115** | AFS98 | BV711 | BioLegend | 1/400 |
| **CD117** | 2B8 | PE-Cy7 | BD Biosciences | 1/200 |
| **CD172a** | P84 | FITC | BD Biosciences | 1/200 |
| **CD172a** | P84 | APC-Cy7 | BioLegend | 1/100 |
| **ESAM** | 1G8/ESAM | APC | BioLegend | 1/200 |
| **FcεRIα** | MAR-1 | PacificBlue | BioLegend | 1/200 |
| **F4/80** | BM8 | APC | BioLegend | 1/400 |
| **F4/80** | BM8 | BV605 | BioLegend | 1/200 |
| **F4/80** | BM8 | PE-Cy7 | BioLegend | 1/400 |
| **Ly-6C** | AL-21 | APC-Cy7 | BD Biosciences | 1/1000 |
| **Ly-6C** | AL-21 | FITC | BD Biosciences | 1/600 |
| **Ly-6G** | 1A8 | APC-Cy7 | BioLegend | 1/400 |
| **Ly-6G** | 1A8 | BV510 | BD Biosciences | 1/200 |
| **MerTK** | REA477 | Biotin | Miltenyi Biotec | 1/10 |
| **MHC-II** | M5/114.15.2 | Alexa700 | BioLegend | 1/400 |
| **NK1.1** | PK136 | PE-Cy7 | BD Biosciences | 1/200 |
| **NKp46** | 29A1.4 | BV510 | BD Biosciences | 1/200 |
| **Siglec-H** | 551 | PerCP-Cy5.5 | BioLegend | 1/200 |
| **Siglec-H** | 551 | PacificBlue | BioLegend | 1/200 |
| **ST2** | RMST2-33 | Biotin | eBioscience | 1/200 |
| **XCR1** | ZET | BV650 | BD Biosciences | 1/1000 |

## Supplementary Figures

**
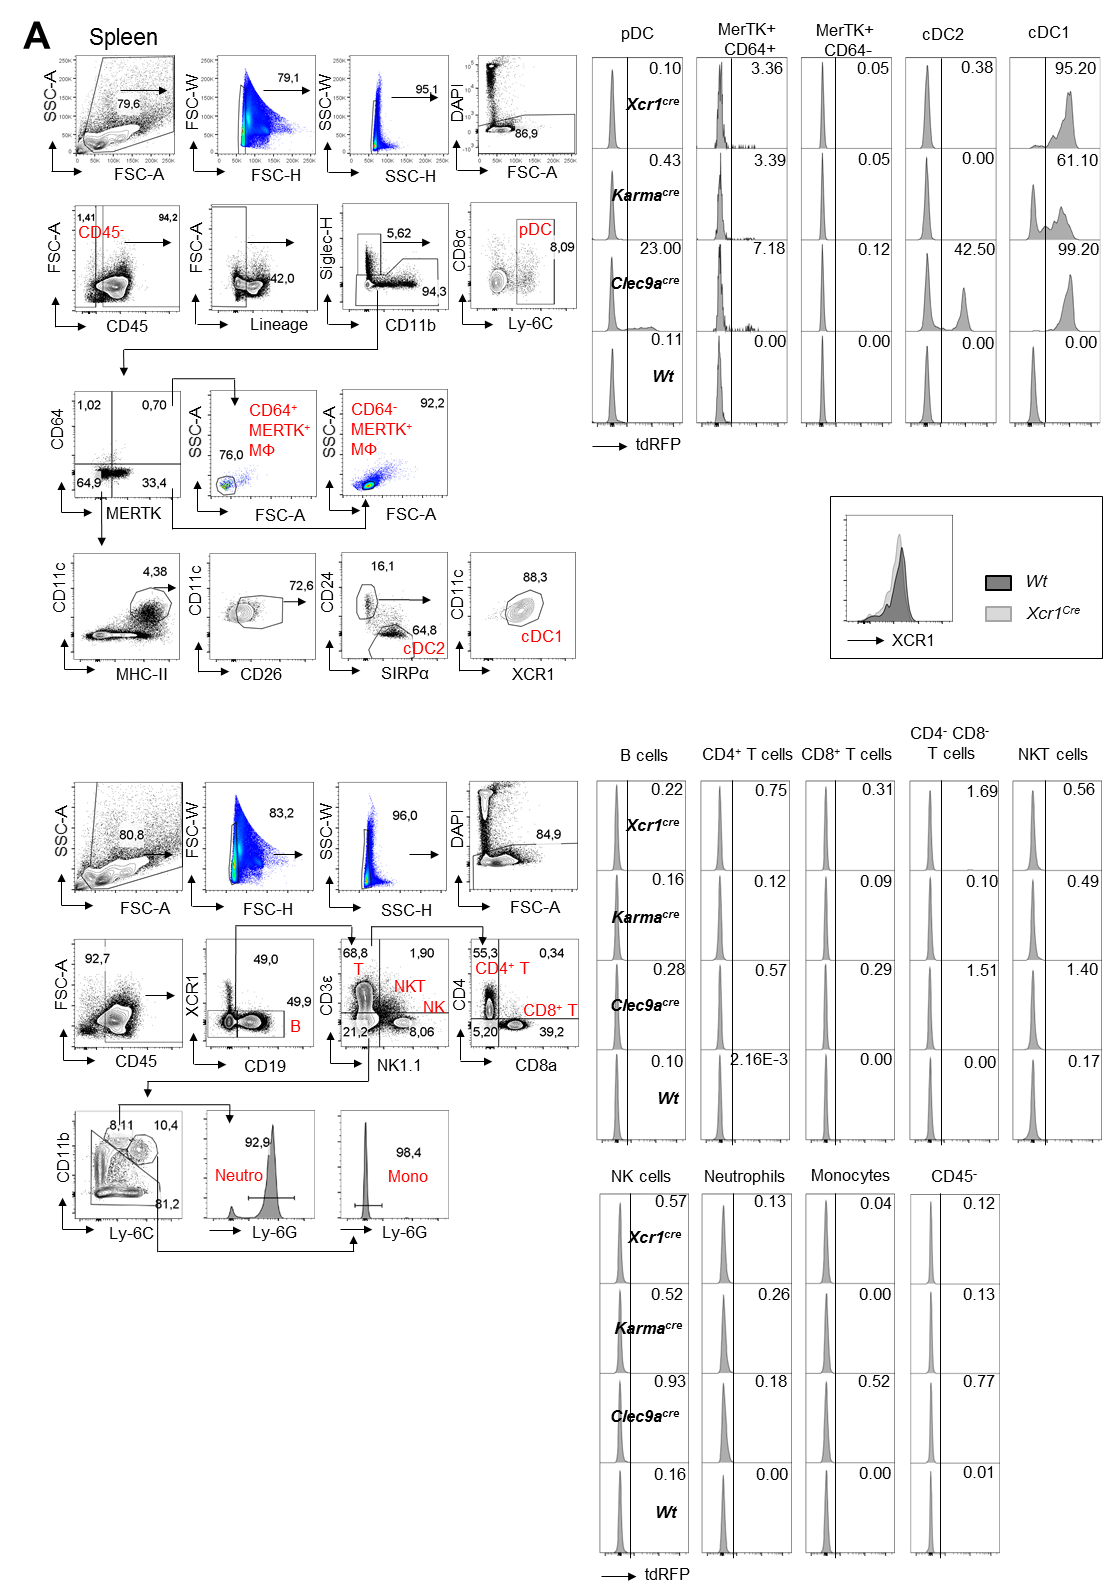
**

**
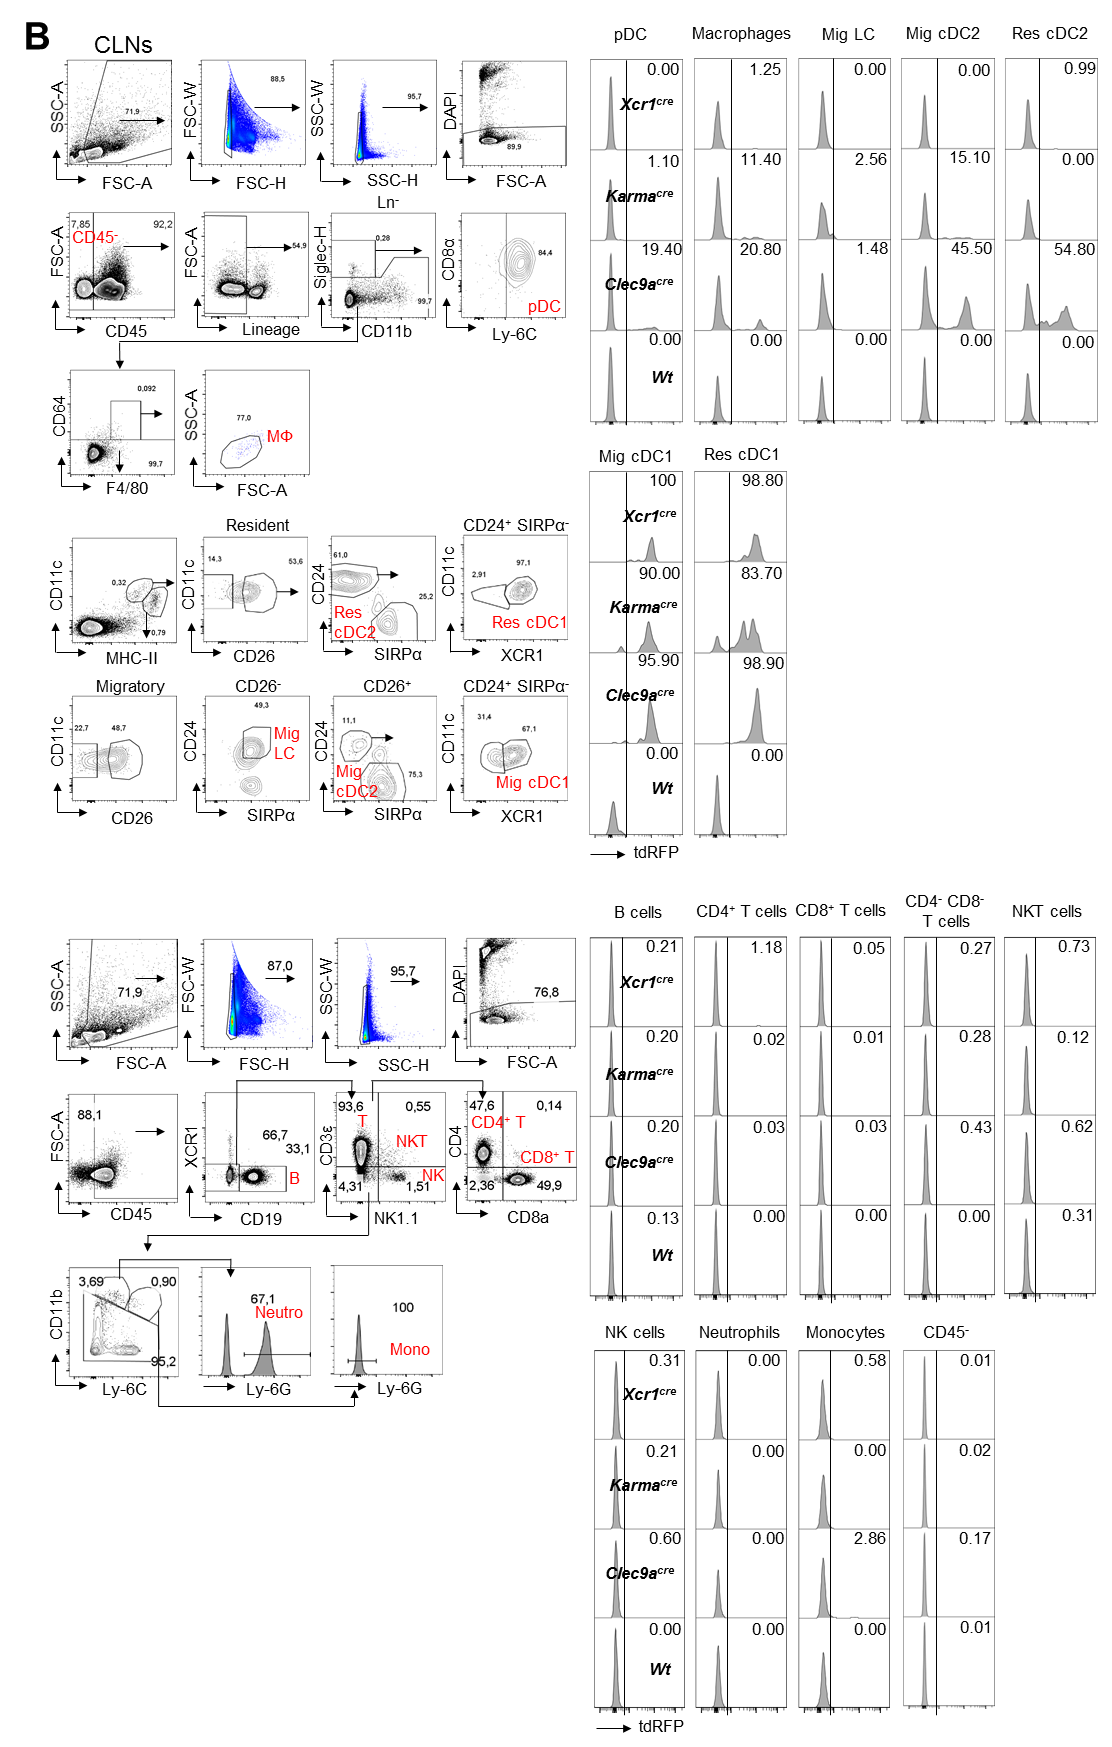
**

**
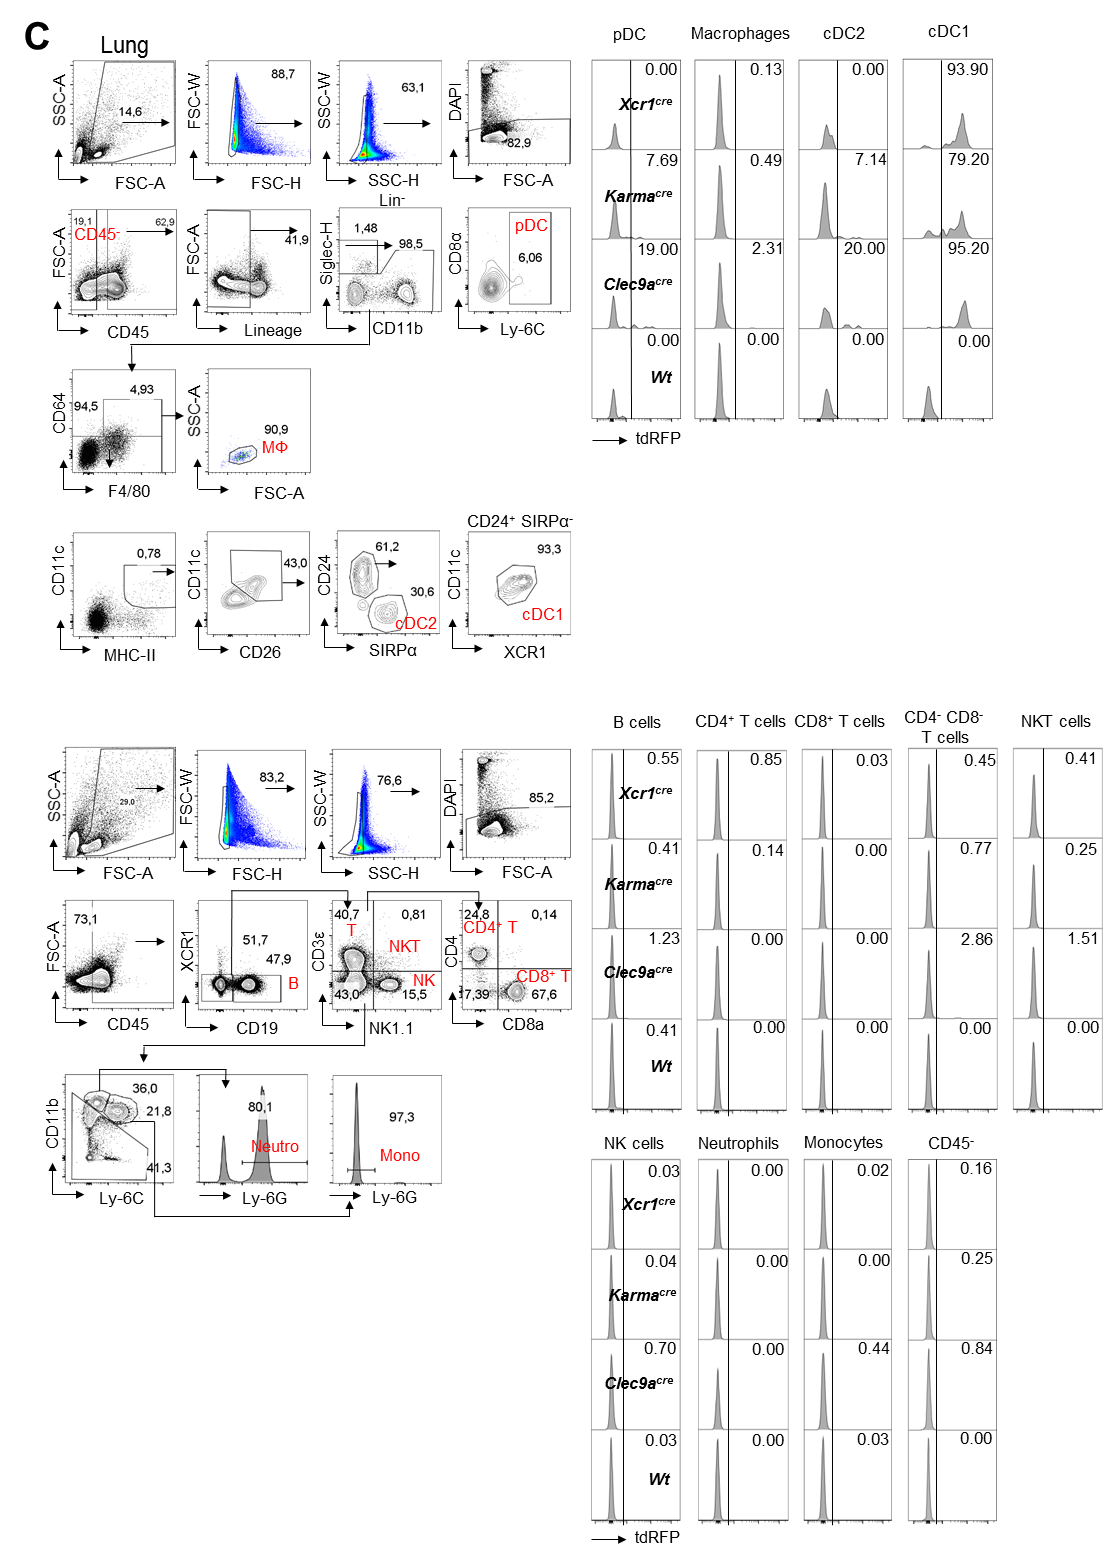
**

**
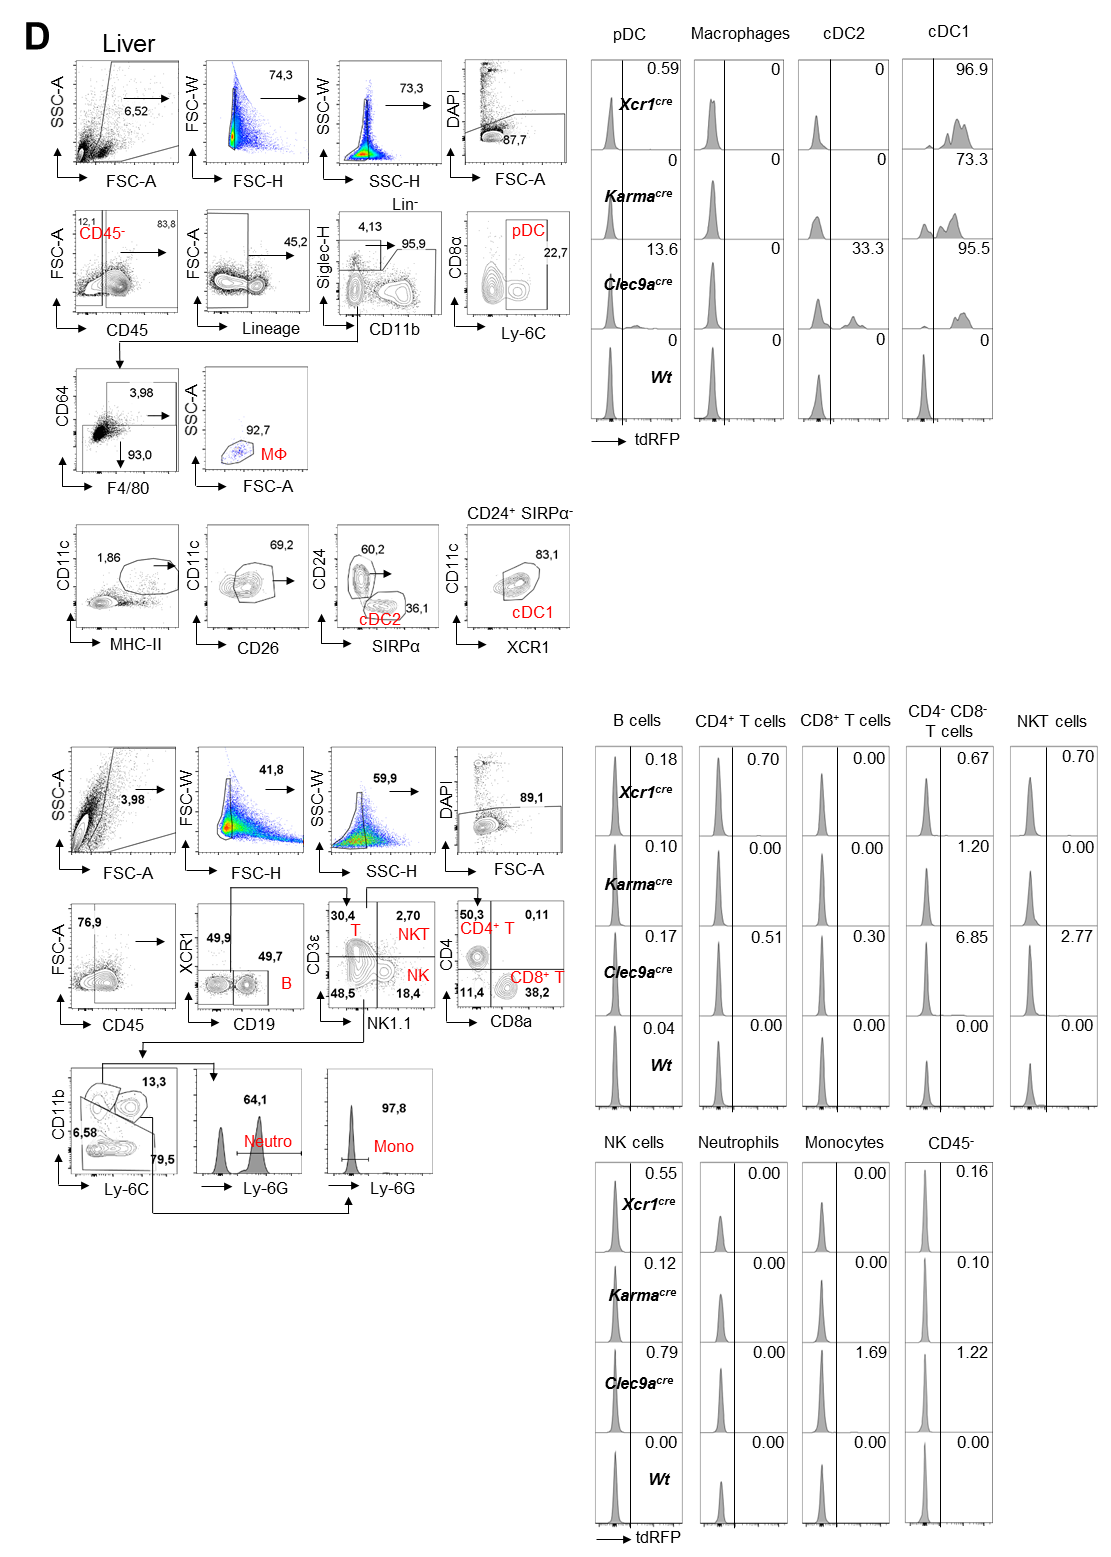
**

**
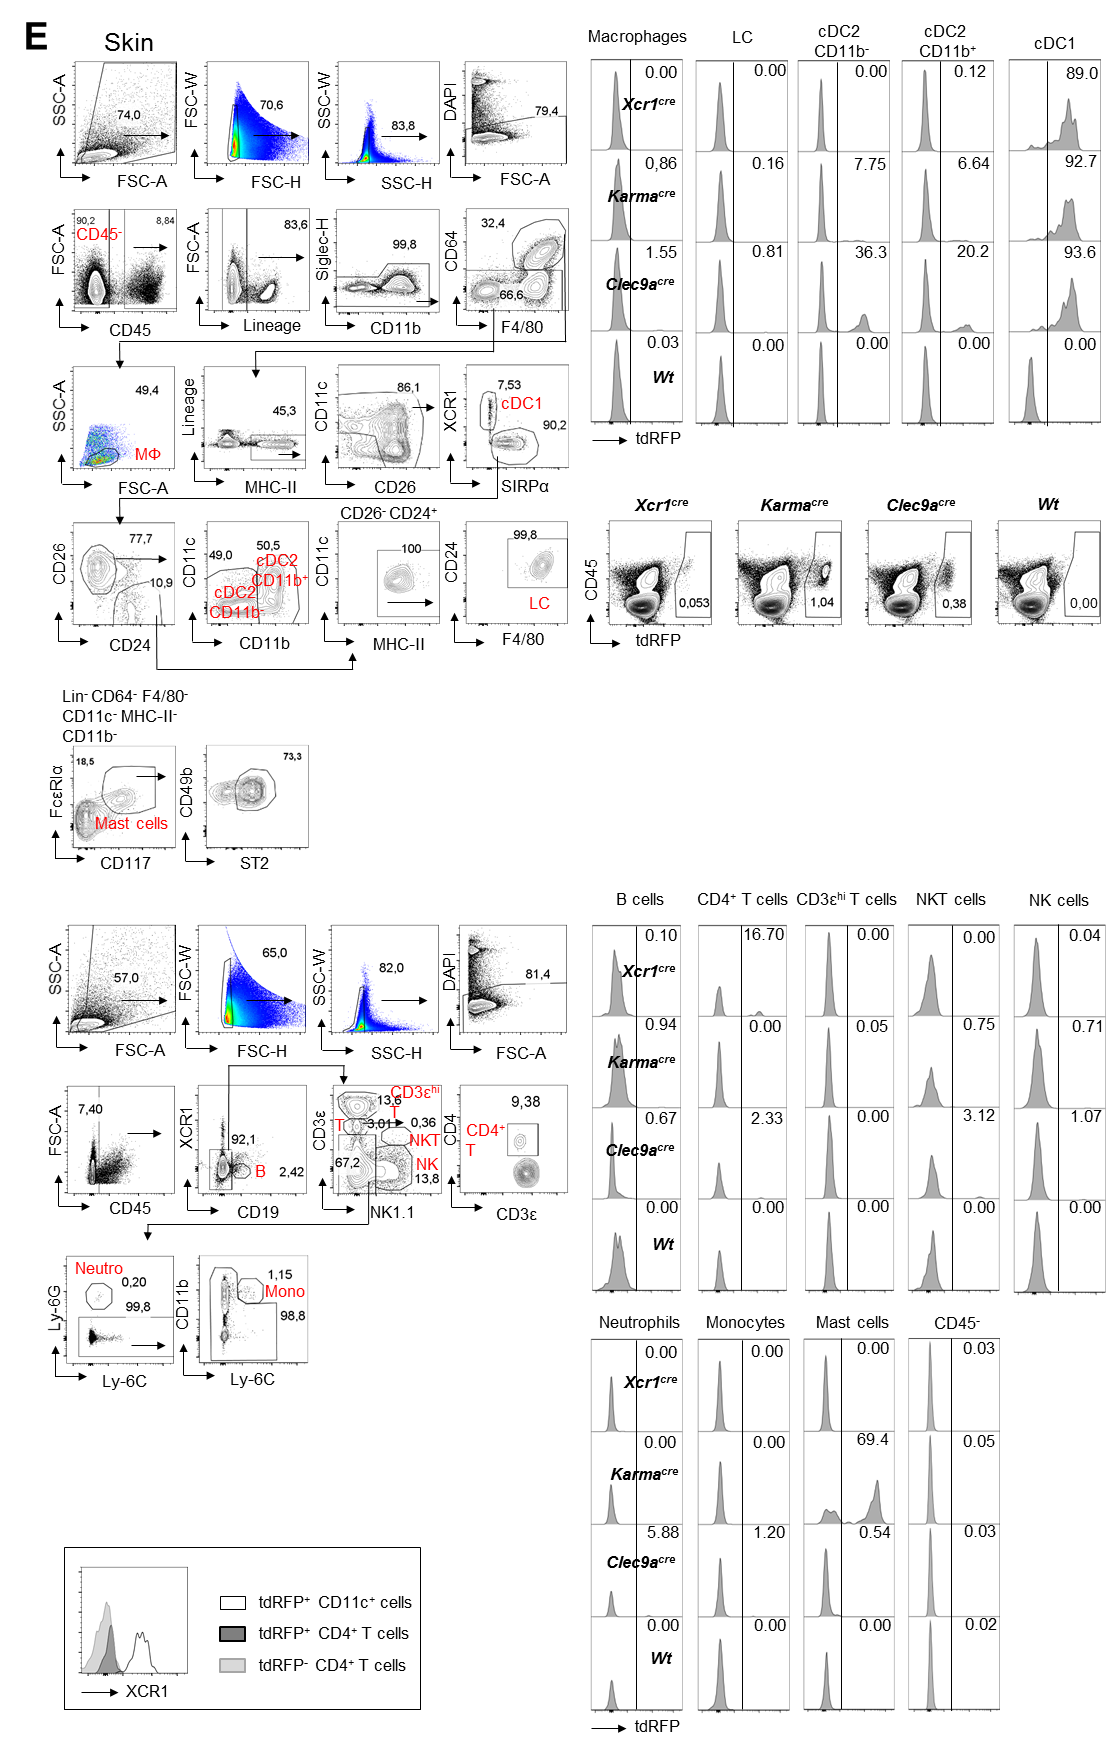
**

**Supplementary Figure S1 (related to Figures 2 and 3): Gating strategies used to identify lymphoid and myeloid cell populations in spleen, CLNs, lungs, liver and skin of *Xcr1^Cre/wt^;Rosa26^tdRFP^*^/^*^wt^*, *Karma^Cre/wt^;Rosa26^tdRFP^*^/^*^wt^* and *Clec9a^Cre/wt^;Rosa26^tdRFP^*^/^*^wt^* mice, and level of RFP expression in these populations.** Left, gating strategies used to define each cell population analyzed in Fig.2. One sample representative of all is shown. Right, RFP expression in these populations isolated from *Xcr1^Cre/wt^;Rosa26^tdRFP^*^/^*^wt^*, *Karma^Cre/wt^;Rosa26^tdRFP^*^/^*^wt^*, *Clec9a^Cre/wt^;Rosa26^tdRFP^*^/^*^wt^* and *Wt* mice. One mouse representative of three is shown for each genotype. A) Spleen; B) CLNs, C) Lungs, D) Liver and E) Skin. Data are shown for one experiment representative of three. This figure also includes: the level of expression of XCR1 in *Wt* vs *Xcr1^Cre^* cDC1 confirming that the genetic manipulation does not significantly alter the endogenous expression of XCR1 (A, top); the proportion of tdRFP+ cells in the skin of *Xcr1^Cre/wt^;Rosa26^tdRFP^*^/^*^wt^*, *Karma^Cre/wt^;Rosa26^tdRFP^*^/^*^wt^*, *Clec9a^Cre/wt^;Rosa26^tdRFP^*^/^*^wt^* and *Wt* mice (E, top); and XCR1 expression by tdRFP^+^ and tdRFP^-^ CD4^+^ T cells in the skin of *Xcr1^Cre/wt^;Rosa26^tdRFP^*^/^*^wt^* mice (E, bottom).

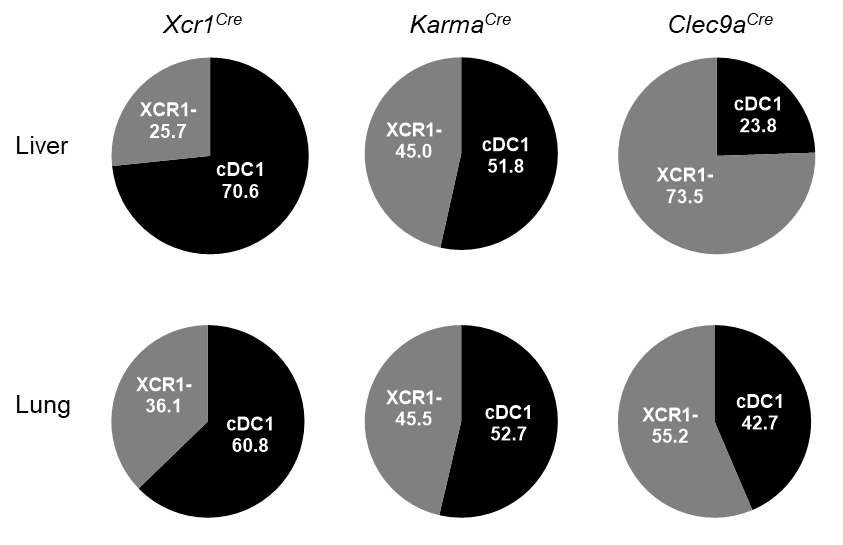

**Supplementary Figure S2 (related to Figure 3): Proportion of cDC1 within tdRFP^+^ cells in the liver and the lungs of *Xcr1^Cre/wt^;Rosa26^tdRFP^*^/^*^wt^*, *Karma^Cre/wt^;Rosa26^tdRFP^*^/^*^wt^* and *Clec9a^Cre/wt^;Rosa26^tdRFP^*^/^*^wt^* mice.** The mean of three mice per group is shown. Data are shown for one experiment representative of three with three mice per group.

**
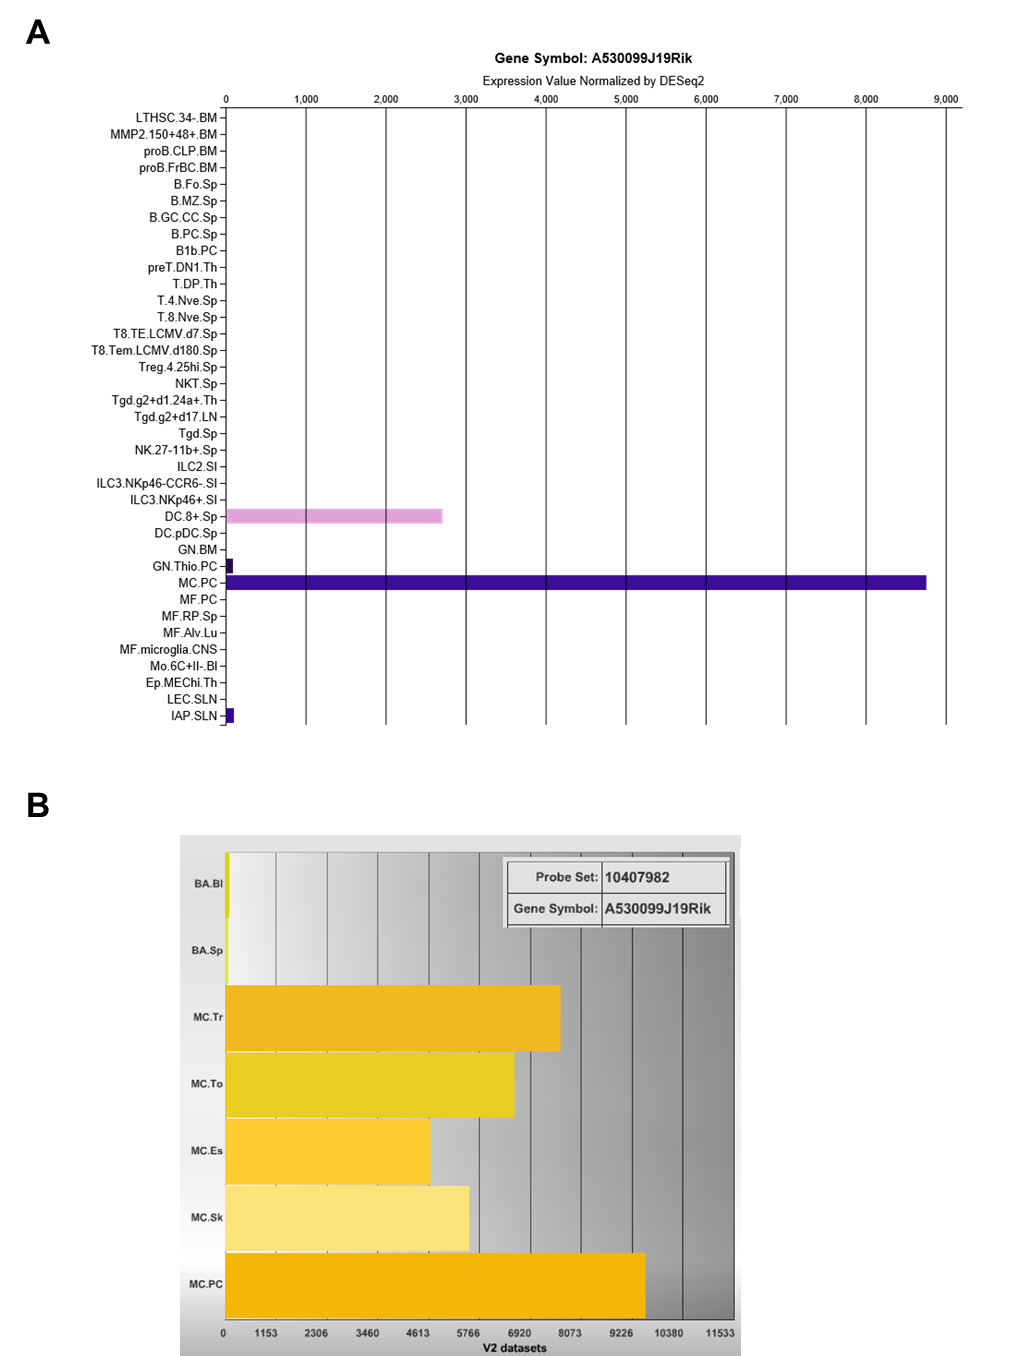
Supplementary Figure S3 (related to Figure 3): Besides cDC1, *A530099j19rik*/*Karma*/*Gpr141b* is specifically expressed by mast cells.** (A) Screenshot of the RNAseq analysis of *A530099j19rik*/*Karma*/*Gpr141b* expression in different key immune cell populations, as generated by the Immgen Consortium. DC.8+.Sp, CD8a^+^ cDC1 isolated from the spleen; MC.PC, mast cells isolated from the peritoneal cavity. (B) Screenshot of the microarray analysis of *A530099j19rik*/*Karma*/*Gpr141b* expression in basophils (BA) isolated from the blood (Bl) and the spleen (Sp), and in mast cells isolated from the trachea (Tr), tongue (To), esophagus (Es), skin (Sk) and peritoneal cavity (PC), as generated by the Immgen Consortium.

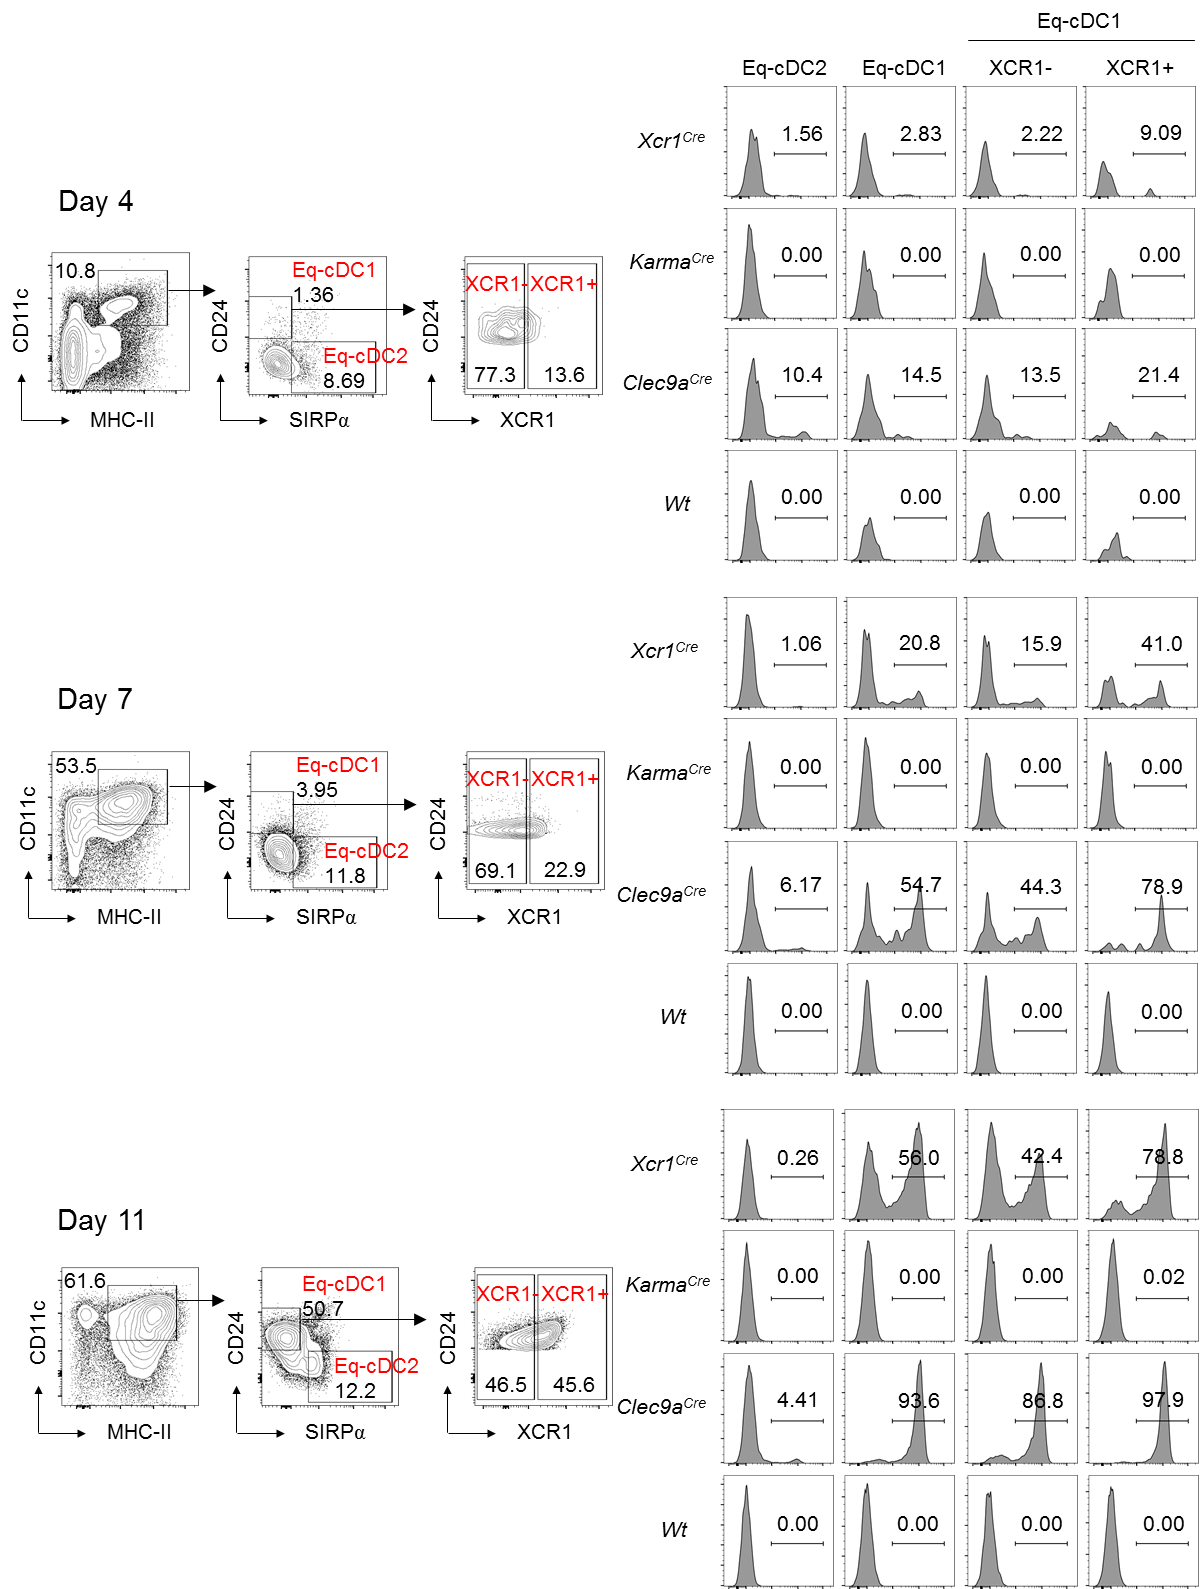

**Supplementary Figure S4 (related to Figure 5): Gating strategies used to identify FLT3-L BM-differentiated eq-cDC1 and eq-cDC2 from *Xcr1^Cre/wt^;Rosa26^tdRFP^*^/^*^wt^*, *Karma^Cre/wt^;Rosa26^tdRFP^*^/^*^wt^* and *Clec9a^Cre/wt^;Rosa26^tdRFP^*^/^*^wt^* mice, and level of tdRFP expression in these populations.** Left, gating strategies used to define each cell population analyzed in Fig.4. One sample representative of all is shown for each day analyzed. Right, tdRFP expression in these populations differentiated from *Xcr1^Cre/wt^;Rosa26^tdRFP^*^/^*^wt^*, *Karma^Cre/wt^;Rosa26^tdRFP^*^/^*^wt^*, *Clec9a^Cre/wt^;Rosa26^tdRFP^*^/^*^wt^* and *Wt* mice. One mouse representative of three is shown for each genotype. Data are shown for one experiment representative of two.

**
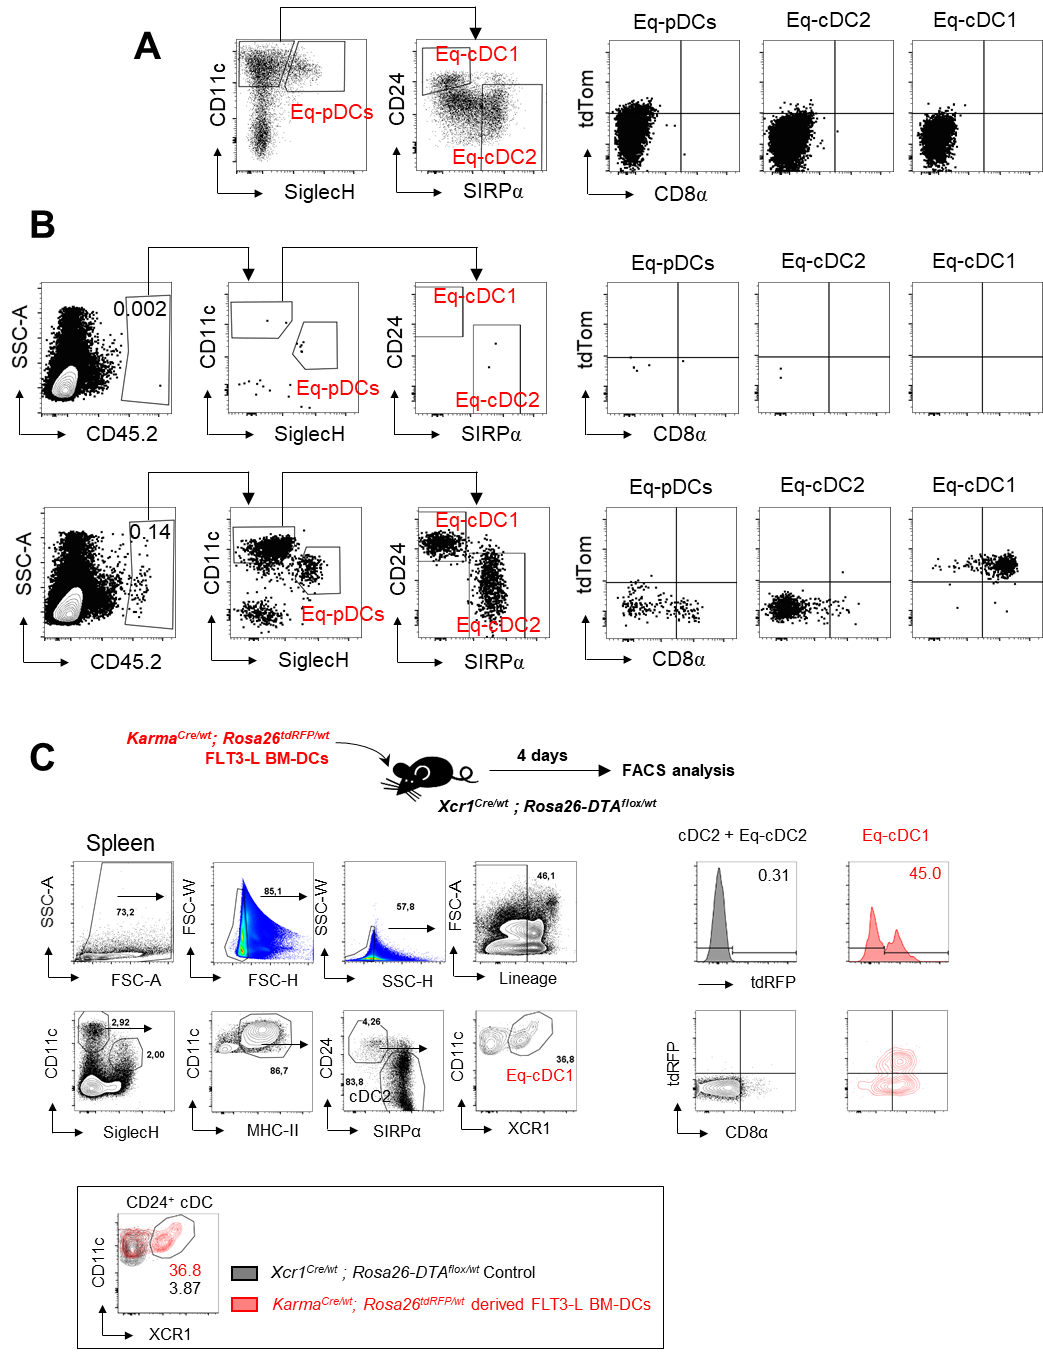
**

**Supplementary Figure S5 (related to Figure 5): Expression of CD8α and *Karma* by eq-cDC1 generated from FLT3-L-differentiated BM-DCs is acquired upon *in vivo* transfer.** (A) CD8α and *Karma* expression by equivalent pDC, cDC1 and cDC2 populations generated *in vitro* after 5 days differentiation of *Karma-tdTomato-hDTR* BM with FLT3-L. (B) CD8α and *Karma* expression by *Karma-tdTomato-hDTR* equivalent pDCs, cDC1 and cDC2, after *in vivo* transfer. 2 x 10^6^ FLT3-L-differentiated bulk BM-DCs generated in (A) were transferred (bottom) or not (top) into a CD45.1 recipient mouse. CD45.2 cells were analyzed from spleens of recipients 5 days after. *Karma* expression was determined by the expression of the tdTomato reporter. Data are shown for one sample representative of three for the *in vivo* transfer. (C) Acquisition of CD8α and tdRFP expression by equivalent cDC1 derived from *Karma^Cre/wt^;Rosa26^tdRFP/wt^* BM with FLT3-L, after *in vivo* transfer. 7 days after incubation with FLT3-L, 2 x 10^6^ bulk BM-DCs were transferred into *Xcr1^Cre/wt^;Rosa26-DTA^flox/wt^* recipient mice, which are selectively depleted of all cDC1. cDCs were analyzed from spleens of recipients 4 days after. *Karma* expression was determined by the expression of the tdRFP. Data are shown for one sample representative of four.

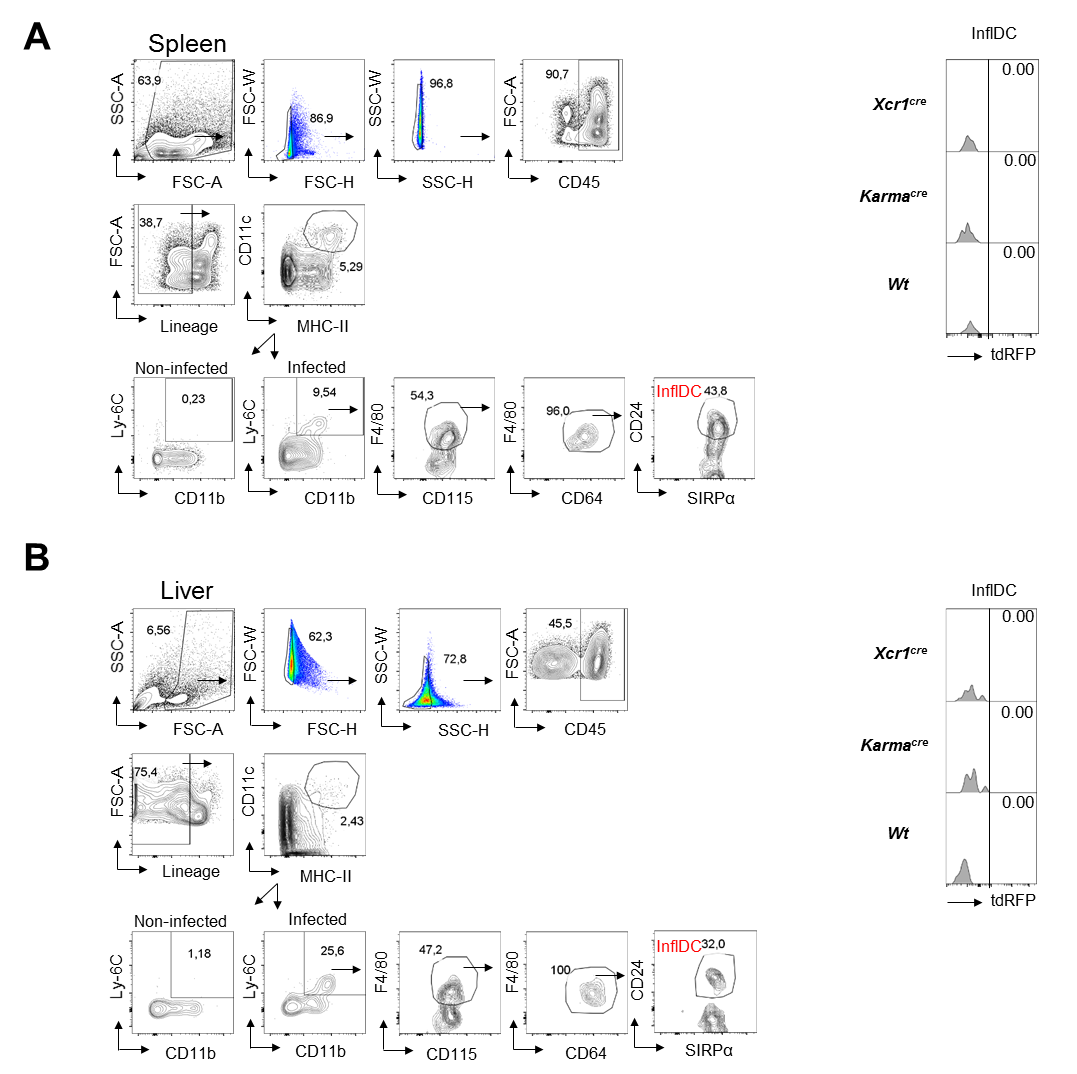

**Supplementary Figure S6 (related to Figure 6): Gating strategies used to identify inflammatory-induced DCs in spleen and liver of *Xcr1^Cre/wt^;Rosa26^tdRFP^*^/^*^wt^* and *Karma^Cre/wt^;Rosa26^tdRFP^*^/^*^wt^* mice upon MCMV infection, and level of tdRFP expression in these populations.** Left, gating strategies used to define InflDCs in spleen (A) and liver (B). Right, tdRFP expression in these populations isolated from *Xcr1^Cre/wt^;Rosa26^tdRFP^*^/^*^wt^*, *Karma^Cre/wt^;Rosa26^tdRFP^*^/^*^wt^* and *Wt* mice. One mouse of each genotype representative of three is shown. Data are shown for one experiment representative of two.

How the deposited data were processed for this re-analysis (not part of the article)

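Gene expression was measured on 8 microarrays of DCs sorted from BM cultures with FLT3-L, 3 of eq-cDC1, 3 of eq-cDC2 and 2 of eq-pDC. The authors normalized the arrays by RMA with the oligo package, and the deposited values are log2 values per probe set, not centred; replicates were not pooled. The version of oligo and any filter are not given in the sources used here. The table holds 35556 probe sets and also 6 columns of arrays of other series, which were not used here in any step. A second deposited table holds the same values for the 8 arrays, with a largest difference of 0.

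Gene names were taken from the platform annotation, which lists 23410 of the probe sets. Those with 1 gene symbol (21789) were used, and those with several symbols (1621) and those not listed (12146) were left out. For the 999 genes with more than 1 probe set, the one with the highest mean over the arrays was taken, which left 19938 genes; 19856 of them have a current symbol through their gene identifier, and 0 of these symbols differ. No genome coordinates were used.

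The arrays were fitted together in limma 3.58.1 (R 4.3.3), with 1 coefficient per DC type and no covariate, so that the 3 types share an estimate of the spread. The 3 pairs of types were compared with moderated statistics (5 residual and 3.79 prior degrees of freedom), two-sided, with Benjamini-Hochberg adjustment over all 19938 genes and a threshold of 0.05. No filter on dim probe sets was applied. Background was set on each array at the 95th percentile of 1194 genes whose symbols start with Olfr or Vmn. Where no array of the lower group was above background, a fold change is given as a lower bound against the background; this was later extended to groups whose mean was not above the mean background. For arrays there is no count depth; their number limits the precision. On simulated data with 100 genes changed 2-fold among 19938, the same fit recovered 84 between eq-cDC1 and eq-cDC2 and 83 between eq-cDC1 and eq-pDC. Of 100 genes changed 4-fold it recovered 99 in both. It made 11 and 12 false calls, and 0 between eq-cDC2 and eq-pDC, where no change was simulated. The simulated noise was normal, independent between genes and of the same SD in all 3 types. On the real arrays, 191 genes had an SD over 1 in eq-pDC, against 14 in eq-cDC1 and 23 in eq-cDC2. The simulation thus cannot give the rate of false calls in the real comparisons.

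The design, the alternatives, the rule for named genes and 21 gene lists (309 distinct genes) were set before the data were examined. Figure 5B, which shows these arrays, had been seen when the lists were written. Named are the genes that the paper names for the arrays or the sorts; for each comparison, the 6 genes with the largest log2 fold change in each direction among those past the test, above background on every array of the higher group and with no overlap between the groups; for each list described, the 3 members past the test with the largest change in each direction and up to 2 of the brightest that did not pass; and markers of other cell types that were above background on any array. The lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. Of 63 pairs of list and comparison, 20 passed with the preset correlation and 2 with the estimated correlation, the cDC1 signature between eq-cDC1 and eq-cDC2 and MHC class II presentation between eq-cDC2 and eq-pDC. Members without a single-symbol probe set were not measured, such as Tlr11 in the cDC1 signature and H2-K1 and H2-D1 in MHC class I presentation.

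The arrays were clustered with 1 minus Pearson's correlation and average linkage, as the paper states for samples. Alternatives tried were the replicate number as a block, leaving out each array in turn, a fit of only the 2 types compared, the second deposited table, quantile normalization again, centring each array on its median, a filter that kept genes above background on at least 2 arrays, the mean of probe sets, the trend and robust options of eBayes, array weights, a threshold of 2-fold as well, the 90th and 99th percentiles of the silent genes, an estimated correlation in camera, and, for the clustering, the filter, the 1000 most variable genes, Spearman's correlation and complete linkage. Leaving out eq-pDC replicate 1 and eq-cDC2 replicate 1 together was added after the values were seen. The paper's text names no test for the arrays. Not analysed here were the spleen arrays, the RNA-seq data of Figure 5C and the flow cytometry data.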

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

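The 6 differences given here are in genes that the paper neither names in its text nor shows in its heatmaps; each has the largest log2 fold change in its direction among such genes that passed the test, were above background on every array of the higher group and did not overlap between the groups. No test was chosen after these results were seen, and no biological explanation was tested.

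Ifi205, an interferon-inducible gene of the cDC1 signature, was higher in eq-cDC1 than in eq-cDC2 (log2 fold change 4.48, adjusted p = 0.000369, higher on 3 of 3 arrays) and than in eq-pDC (6.18, adjusted p = 4.13e-05), with levels of 5.30 and 3.96 on the eq-pDC arrays 1 and 2 and a log2 fold change from 5.51 to 6.85 over 17 alternatives (adjusted p from 1.87e-05 to 0.000876). Clec10a, a lectin receptor gene of the cDC2 signature, was lower in eq-cDC1 than in eq-cDC2 (log2 fold change -5.88, at least 50.5-fold against the background, adjusted p = 0.000172). Mctp2, a gene of a membrane protein with calcium-binding domains, was not above background on any cDC array and was lower than in eq-pDC in both eq-cDC1 (log2 fold change -6.16, at least 53.9-fold, adjusted p = 1.09e-06) and eq-cDC2 (-6.49, at least 53.6-fold, adjusted p = 1.26e-06). Apol7c, an apolipoprotein L gene, was higher in eq-cDC2 than in eq-pDC (log2 fold change 5.78, at least 41.5-fold, adjusted p = 6.44e-06).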

How the results depend on the processing

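With 1 array left out at a time, the number of genes between eq-cDC1 and eq-cDC2 ranged from 1293 (without eq-cDC1 replicate 3) to 2486, against 2066 with all arrays, and was 1346 without eq-cDC2 replicate 3; of these 1293 and 1346 genes, 1260 and 1306 are among the 2066. The counts against eq-pDC ranged from 3650 to 4651 for eq-cDC1 (4754 with all) and from 2914 to 4188 for eq-cDC2 (4015 with all). Where 1 eq-pDC array was left, it was assumed to vary like the other types. With a 2-fold threshold as well, 635, 1593 and 1343 genes passed, by construction fewer. The number of list and comparison pairs past camera's test was 20, 19 to 25 with 1 array left out, and 2 with an estimated correlation, which camera put at up to 0.778 between the genes of a list. With the replicate number as a block the counts were 2171, 4480 and 3756. Between eq-cDC1 and eq-cDC2, deviations of equal numbers correlated at 0.29, 0.37 and 0.06, and those of unequal numbers at -0.30 to 0.03. Each equal-number value was thus above all unequal ones, and a shared culture or day by replicate number stays open. The main fit did not take the numbers as pairs.

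Karma kept its direction and its side of the threshold between eq-cDC1 and eq-cDC2 in 17 of 17 alternatives (1.28 to 1.68 on leaving out 1 array, adjusted p from 0.000467 to 0.00643 over the alternatives). Cd8a (-0.38 to -0.07) and Ly75 (0.32 to 0.65) did not pass in any of theirs. All 3 genes were also above the 90th and 99th percentiles of the silent genes on every eq-cDC1 array; leaving out 1 array (3 to 3) cannot change this count, since each call rests on 1 array alone. The signature counts with 1 array left out were 23 to 25 (cDC1 signature, eq-cDC1 and eq-cDC2), 20 to 25 (cDC2 signature) and 24 to 24 (pDC signature, eq-cDC1 and eq-pDC). The clustering was the same in 4 of 4 alternatives. Median centring shifted the median log2 fold change of all genes by 0.13 and 0.11 for eq-cDC1 and eq-cDC2 against eq-pDC, and moved the split of genes from 2478 higher and 2276 lower to 3517 and 1477, and from 2071 and 1944 to 2970 and 1331; for small differences from eq-pDC the direction thus depends on the scaling. Of 6419 values of named genes under the alternatives, 6062 kept their side of the threshold, 211 lost the call, 145 gained it and 1 passed with the other sign. A change of sign without a call counts as kept. For example, C1qc, eq-cDC2 minus eq-pDC, was 1.41 with all arrays and ranged from -1.06 to 3.87 over 17 alternatives. Some values could not change, since the second table holds the same values. Between eq-cDC1 and eq-cDC2, leaving out either eq-pDC array also equals the fit of 2 types. The value counted as passing with the other sign is that of Adgre1, eq-cDC1 minus eq-pDC. It was 1.34 without eq-pDC replicate 1 and -3.27 without replicate 2, against -0.97 (adjusted p = 0.562) with all arrays. The cause of the change was not tested. Of 2142 list counts, 1934 stayed within 1.5 times and 208 moved.

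Of the 10 splits of the 6 cDC arrays into 3 and 3, the real one gave 2066 genes and 1 split gave as many, itself; the highest of the others gave 0, and 10 splits are too few for a share under 0.05. On these arrays, a gene near the silent genes has a fold change that is known only as a lower bound.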

Differences from the paper's values

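The paper states that eq-cDC1 from these cultures do not express Karma, Cd8a or Ly75 (Figure 5B). Here each of the 3 genes was above the 95th percentile of the silent genes on 3 of 3 eq-cDC1 arrays, and also above the 90th and the 99th percentile, both set before the data were examined; the smallest margin was that of Cd8a on eq-cDC1 array 2, at 5.09 with a 99th percentile of 5.04. Karma was at least 2.57-fold higher in eq-cDC1 than in eq-cDC2 (log2 fold change 1.54, adjusted p = 0.00125) and was above background on 0 of 3 eq-cDC2 arrays and 0 of 2 eq-pDC arrays. No alternative brought Karma in eq-cDC1 to the level of the silent genes. Among the array values on the side of the paper's statement, Cd8a and Ly75 did not pass the test between eq-cDC1 and eq-cDC2 (adjusted p = 0.692 and 0.134). Both were also above background on 3 of 3 eq-cDC2 arrays and 2 of 2 eq-pDC arrays, so that for them this call does not set eq-cDC1 apart. It is a lenient call, met by 62.8 to 64.5% of all genes on the eq-cDC1 arrays. Cd8a was also lower in eq-cDC1 than in eq-pDC (log2 fold change -0.91, adjusted p = 0.00888). Beyond the arrays, the paper reports no recombination by KarmaCre in these cultures (Figure 5A) and no Karma in eq-cDC1 with its reporter (Supplementary Figure S5A). Supplementary Figure S5A measured CD8α as well. The paper also reports that eq-cDC1 gained Karma and CD8α after transfer in vivo (Supplementary Figures S5B,C). From public RNA-seq data, it reports Karma in eq-cDC1 cultured on Delta-like 1 feeder cells, set beside standard cultures (Figure 5C). Those experiments were not analysed here, and the array values do not refute them. The log2 levels in eq-cDC1 are close to the colours of the figure: 5.64 for Karma, 5.30 for Cd8a, 5.97 for Ly75, 9.99 for Xcr1 and 10.16 for Clec9a, beside about 5.5, about 5.5, about 5.8, about 9.5 and about 10 in Fig. 5B, read by eye. The spleen arrays that Figure 5B sets beside them were not analysed here, and the values differ from the paper in the reading of these levels, not in the levels.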

Other observations

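The tests of mast cell markers, of Gpr141, of the silent genes and of eq-cDC2 cells reported in this part were chosen only after the results they bear on were seen.

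Eq-cDC2 stood above eq-cDC1 in genes of DC maturation and in interferon-stimulated genes. Of 22 measured maturation genes, 15 were lower in eq-cDC1 than in eq-cDC2 and 1 was higher (15 and 1 when adjusted over the list alone; camera, adjusted p = 7.97e-16, but adjusted p = 0.152 with an estimated correlation). The chemokine gene Ccl22 was at 6.05 ± 0.32 (SD, n = 3) in eq-cDC1 and 9.90 ± 0.26 (SD, n = 3) in eq-cDC2 (log2 fold change -3.85, standard error 0.23, adjusted p = 2.94e-05), and the actin-bundling gene Fscn1 differed by -3.35 (standard error 0.33, adjusted p = 0.000318). Cd86, a costimulatory gene, was the member that was higher in eq-cDC1 (1.08, standard error 0.25, adjusted p = 0.0252), a call that ended without eq-cDC2 replicate 1 or 3 or any 1 eq-cDC1 array, and Cd83 did not pass (-0.26, adjusted p = 0.524). Of 24 interferon-stimulated genes, 14 were lower in eq-cDC1 and 1, Stat2, was higher (16 and 1 when adjusted over the list alone; camera, adjusted p = 6.75e-14, but adjusted p = 0.21 with an estimated correlation). Rtp4 was at least 19.9-fold lower in eq-cDC1 (adjusted p = 0.000187), and the antiviral genes Ifit3 and Oasl2 differed by -3.25 (adjusted p = 0.000375) and -3.10 (adjusted p = 0.000111); the call of Stat2 (0.43, adjusted p = 0.0272) ended without any 1 eq-cDC2 array or eq-cDC1 replicate 1. In the same comparison, 8 of 14 macrophage markers were lower in eq-cDC1 too (11 when adjusted over the list alone; adjusted p = 0.421 with an estimated correlation), and what macrophages might add to these lists was not tested. On the eq-cDC2 arrays 1, 2 and 3, C1qb was at 10.19, 8.90 and 7.33, Ifit3 at 8.06, 7.42 and 7.07, and Ccl22 at 9.79, 9.71 and 10.20. Against eq-pDC, 17 maturation genes and 17 interferon-stimulated genes were higher in eq-cDC2 and 2 and 3 were lower (17 and 2, and 18 and 3, when adjusted over the list alone; adjusted p = 0.28 and adjusted p = 0.296 with an estimated correlation). In eq-cDC1, 10 maturation genes were higher than in eq-pDC and 3 lower, and 6 interferon-stimulated genes were higher and 3 lower (12 and 3, and 6 and 4, when adjusted over the list alone); neither list passed with an estimated correlation (adjusted p = 0.578 and adjusted p = 0.84), and 6 maturation genes were higher without eq-cDC1 replicate 1.

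Single genes of sensing, antigen presentation and transcription also differed between the types, but none of these 4 lists passed camera's test between eq-cDC1 and eq-cDC2 (adjusted p = 0.109 for Toll-like receptors, 0.0576 for MHC class I presentation, 0.192 for MHC class II presentation and 0.518 for transcription factors). In fry, the MHC class I and II lists passed (adjusted p = 0.0256 and 0.00984). Of 10 Toll-like receptor genes, Tlr3 (log2 fold change 4.48, adjusted p = 0.000173) and Tlr12 (3.49, adjusted p = 3.41e-06) were higher in eq-cDC1 than in eq-cDC2 and 5 were lower, among them Tlr7 (at least 4.94-fold, adjusted p = 0.00227); 2 were higher and 6 lower when adjusted over the list alone, and 2 or 3 were lower without any 1 eq-cDC1 or eq-cDC2 array. Of 14 MHC class I presentation genes, 5 were higher in eq-cDC1, among them the peptide transporter genes Tap1 (0.87, adjusted p = 0.000168) and Tap2 (0.82, adjusted p = 0.00161), and 1, the NADPH oxidase gene Cybb, was lower (-4.25, adjusted p = 0.00415; -3.28 without eq-cDC1 replicate 3, with an adjusted p from 0.000127 to 0.0422 over 17 alternatives); the counts were 5 and 1 when adjusted over the list alone. Of 9 MHC class II presentation genes, H2-Oa (-0.71, adjusted p = 0.00378) and Ctss (-0.52, adjusted p = 0.0166) were lower in eq-cDC1 than in eq-cDC2 (2 when adjusted over the list alone), with the call of Ctss lost without eq-cDC2 replicate 1 or eq-cDC1 replicate 3. Against eq-pDC, 8 of these 9 genes were higher in eq-cDC2 (8 when adjusted over the list alone; adjusted p = 0.0354 with an estimated correlation) and 7 in eq-cDC1 (8 higher and 1 lower when adjusted over the list alone; adjusted p = 0.0741 with an estimated correlation; 4 without eq-pDC replicate 1), with the transactivator gene Ciita at 9.27 ± 0.18 (SD, n = 3) in eq-cDC1, 9.53 ± 0.09 (SD, n = 3) in eq-cDC2 and 7.34 ± 0.11 (SD, n = 2) in eq-pDC. Of 24 transcription factor genes, 7 were higher in eq-cDC1 than in eq-cDC2, with Irf8 (3.16, adjusted p = 3.41e-06) and Batf3 (1.34, adjusted p = 0.000406), and 8 were lower, with Irf4 (-3.07, adjusted p = 4.51e-05) and Zeb2 (-3.01, adjusted p = 0.00136); 7 and 10 when adjusted over the list alone, with 4 higher without eq-cDC2 replicate 3 and 5 lower without eq-cDC2 replicate 1 or 3 or eq-cDC1 replicate 2. For the Toll-like receptor and transcription factor lists, camera gave the direction lower in eq-cDC1, as did the median, and fry the direction higher, with no call by either. Of 22 cell cycle genes, 7 were higher in eq-cDC1 than in eq-cDC2 and none was lower (18 when adjusted over the list alone; camera, adjusted p = 6.54e-11, but adjusted p = 0.421 with an estimated correlation), among them Cdc20 (1.03, adjusted p = 0.0103) and Tyms (0.99, adjusted p = 0.00769). This count was 22 with only the 2 types in the fit or without either eq-pDC array, and 4 without eq-cDC2 replicate 3 or eq-cDC1 replicate 1 or 3. Against eq-pDC, 21 cell cycle genes were higher in eq-cDC1 and 16 in eq-cDC2, where 1, E2f1, was lower (21, and 20 and 1, when adjusted over the list alone; adjusted p = 0.371 and adjusted p = 0.418 with an estimated correlation); 12 of the 22 were more than 2-fold higher in eq-pDC replicate 1 than in replicate 2. The call of E2f1 ended in 8 of 17 alternatives (adjusted p from 0.0214 to 0.0999).

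Some markers of neutrophils, B cells and NK cells also differed between eq-cDC1 and eq-cDC2. In limma, 2 of 14 neutrophil markers were lower in eq-cDC1, Mmp8 (at least 12.4-fold, adjusted p = 0.000101) and Csf3r (log2 fold change -1.53, adjusted p = 0.00249), as were 2 of 10 B cell markers, Cd79b (-1.70, adjusted p = 0.00173) and Cd22 (-1.42, adjusted p = 0.00435), both counts the same when adjusted over the list alone. Of 10 NK cell markers, Klrk1 was higher (0.89, adjusted p = 0.00608) and Klrd1 lower (-1.98, adjusted p = 0.00702), 1 and 1 when adjusted over the list alone. None of 11 mast cell and basophil, 5 eosinophil, 10 T cell and 6 erythroid markers passed, nor did any when adjusted over the list alone; at an unadjusted p under 0.05, 0, 1, 2 and 2 of them did. With the replicate number as a block, 1 T cell marker and 1 erythroid marker, Tfrc, were past the test as higher in eq-cDC1 (Tfrc, adjusted p = 0.0174, against 0.142 without the block and from 0.00885 to 0.392 over 17 alternatives). Against eq-pDC, the T cell markers Cd4 and Cd5 were lower in both cDC types (Cd4, -2.40 in eq-cDC1 and -1.98 in eq-cDC2), as was the erythroid marker Tfrc (-1.65 and -2.21). The pDC signature gene Ly6d was at 7.51, 8.08 and 5.07 on the eq-cDC1 arrays 1, 2 and 3.

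Karma was above the silent genes in eq-cDC1 and higher there than in eq-cDC2. Mast cells, in which the paper reports Karma, are argued against as a source, since the 11 measured mast cell and basophil markers had a median log2 difference of -0.0604 (SD 0.07) between eq-cDC1 and eq-cDC2, and the highest was 0.08. Signal from the paralog Gpr141 is argued against by a difference in the other direction (-0.76, standard error 0.10), and a shift of dim probe sets by the silent genes, whose median difference was -0.0107 (SD 0.10), with 1 of 1194 differing as much as Karma. What stays open is a low level of Karma transcripts in these cells, or a higher one in a part of them, which may be the source as a hypothesis that these arrays cannot test, and signal from other sequences, which was not tested. On a higher level in a part of the cells, the paper has readouts per cell that were not analysed here. It reports no recombination by KarmaCre in these cultures (Figure 5A) and no Karma in eq-cDC1 with its reporter (Supplementary Figure S5A). Those readouts give no sign of such a part. The paper writes, however, that its tdRFP reporter needs consecutive rounds of Cre excision, where most reporter lines need lower or less sustained Cre activity. Tracing by KarmaCre may thus miss low or recent expression of Karma.

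In eq-pDC replicate 1, macrophage genes were higher than in replicate 2, with 11 of 14 markers more than 2-fold higher and none lower, among them Apoe (12.46 against 8.98), C1qc (10.48 against 5.54), C1qb (10.05 against 5.31) and Adgre1 (8.86 against 4.25), whereas 5 of 14 neutrophil markers were more than 2-fold lower, among them S100a9 (7.81 against 10.26) and Ngp (4.06 against 6.95). Eq-cDC2 in the sort are argued against as the only source of the macrophage genes. The macrophage markers would need a median of 63.2% of the signal of the brightest eq-cDC2 array. The 25 cDC2 signature genes used came to a median of 8.66% (upper quartile 14.2%). A smaller share of eq-cDC2, beside another source, stays open, since these 25 genes would allow it. Macrophages in the sort are a candidate explanation. Of 24 further macrophage genes, listed before their values in eq-pDC were seen, 16 were more than 2-fold higher in replicate 1 and 0 more than 2-fold lower. Of all genes, 1.65% were more than 2-fold higher. Other lists rose too: 12 of 22 cell cycle genes, 14 of 28 cDC2 signature genes and 6 of 10 Toll-like receptor genes were more than 2-fold higher. In these lists, 1 cDC2 signature gene was more than 2-fold lower. No pDC signature gene and no B, T or NK cell marker was more than 2-fold higher. The rise was thus not limited to macrophage genes, and the source of the cell cycle rise was not tested. Of the 14 macrophage markers, 11 or 12 were above background on each eq-cDC2 array too, and the gate on CD11c and SiglecH with over 98% purity should remove macrophages. The amount of RNA, 35 or 8 ng in the labels, stays open and was not tested, and the design gives no biological difference between the 2 replicates to test.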
